# Inhibition of Aurora Kinase B attenuates fibroblast activation and pulmonary fibrosis

**DOI:** 10.15252/emmm.202012131

**Published:** 2020-08-06

**Authors:** Rajesh K Kasam, Sudhir Ghandikota, Divyalakshmi Soundararajan, Geereddy B Reddy, Steven K Huang, Anil G Jegga, Satish K Madala

**Keywords:** Aurora Kinase B, Barasertib, fibroproliferation, pulmonary fibrosis, Wilms’ tumor 1, Chemical Biology, Respiratory System

## Abstract

Fibroblast activation including proliferation, survival, and ECM production is central to initiation and maintenance of fibrotic lesions in idiopathic pulmonary fibrosis (IPF). However, druggable molecules that target fibroblast activation remain limited. In this study, we show that multiple pro‐fibrotic growth factors, including TGFα, CTGF, and IGF1, increase aurora kinase B (AURKB) expression and activity in fibroblasts. Mechanistically, we demonstrate that Wilms tumor 1 (WT1) is a key transcription factor that mediates TGFα‐driven AURKB upregulation in fibroblasts. Importantly, we found that inhibition of AURKB expression or activity is sufficient to attenuate fibroblast activation. We show that fibrosis induced by TGFα is highly dependent on AURKB expression and treating TGFα mice with barasertib, an AURKB inhibitor, reverses fibroblast activation, and pulmonary fibrosis. Barasertib similarly attenuated fibrosis in the bleomycin model of pulmonary fibrosis. Together, our preclinical studies provide important proof‐of‐concept that demonstrate barasertib as a possible intervention therapy for IPF.

**The paper explained**

**Problem**

Idiopathic pulmonary fibrosis (IPF) is a fatal fibrotic lung disease caused by activation of multiple pro‐fibrotic pathways in fibroblasts to induce excessive proliferation, survival, and ECM secretion. Hence, understanding converging points in fibroblast activation is essential to develop novel and effective therapies against IPF.

**Results**

Aurora kinase B is a key mitotic kinase that we found upregulated in lung fibroblasts of IPF and mouse models of TGFα‐ and bleomycin‐induced pulmonary fibrosis. This increase in AURKB expression in lung‐resident fibroblasts is driven by multiple pro‐fibrotic growth factors and a transcription factor called Wilms tumor 1. Using both *in vitro* and *in vivo* models of pulmonary fibrosis, we demonstrate that AURKB upregulation is involved in fibroblast activation and the pharmacologic inhibition of AURKB attenuates ongoing pulmonary fibrosis in mouse models of TGFα‐ and bleomycin‐induced pulmonary fibrosis.

**Impact**

This study provides the first evidence that the AURKB functions as a positive regulator for fibroproliferation and survival in the progressive expansion of fibrotic lesions in IPF. Our new findings support the mechanism of the WT1‐AURKB axis to induce fibroproliferation in IPF. Barasertib treatment is an effective therapy to attenuate ongoing fibrosis in mouse models of severe fibrotic lung disease and may prove useful as a potential therapeutic option for IPF.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a chronic and progressive fibrotic lung disease characterized by increased proliferation and survival of mesenchymal cells that are involved in excessive production and deposition of extracellular matrix (ECM) proteins in the distal areas of the lung (Wynn & Ramalingam, 2012; Barratt *et al*, 2018). The median survival rate of IPF patients is 3–5 years from diagnosis, and IPF claims more lives annually than many types of cancer (Gribbin *et al*, 2006; Ley *et al*, 2011). The increasing burden of IPF is not simply reflective of an aging population, as age‐adjusted mortality for IPF is increasing as well (Pardo & Selman, 2016). Currently, two FDA‐approved drugs, Ofev (nintedanib) and Esbriet (pirfenidone), are available for the treatment of patients with IPF. However, neither of these drugs provide a cure, and both of them are associated with several serious drug‐related side effects (King *et al*, 2014; Richeldi *et al*, 2014; Hughes *et al*, 2016). Pirfenidone and nintedanib both cause gastrointestinal events, while pirfenidone also causes skin disorders including rash and photosensitivity (Costabel *et al*, 2014; Wollin *et al*, 2015; Lancaster *et al*, 2017; Kasam *et al*, 2019). Intolerance to these medicines and their variable efficacy justify the need to identify other therapeutic alternatives.

In the pathogenesis of IPF, lung‐resident fibroblasts have been shown to proliferate and differentiate into contractile mesenchymal cells, called myofibroblasts, which participate in continuous ECM production, secretion, and deposition in distal areas of the lung (Phan, 2008; Sontake *et al*, 2017). Multiple cytokines and growth factors released by immune cells, fibrocytes, and the lung epithelium are known to enhance the fibrogenic activity of lung‐resident fibroblasts (Baughman *et al*, 1999; Allen & Spiteri, 2002). Published reports indicate that pathological processes in IPF are often stimulated by 1) receptor tyrosine kinases activated by ligands of the epidermal growth factor receptor (EGFR), as well as platelet‐derived growth factor (PDGF), connective tissue growth factor (CTGF), insulin‐like growth factor 1 (IGF1), basic fibroblast growth factor (FGF), and vascular endothelial growth factor (VEGF) receptors; 2) SMAD and non‐SMAD (PI3K and MAPK) signaling pathways activated by TGFβ and PDGF receptors; and 3) STAT3 and STAT6 signaling pathways activated by IL‐6 cytokines (IL‐6 and IL‐10) and Th2 cytokines (IL‐4 and IL‐13), respectively (Wilson & Wynn, 2009; Wynn, 2011; Madala *et al*, 2012; Prele *et al*, 2012; Grimminger *et al*, 2015; Walton *et al*, 2017). These data illustrate several unanswered questions, but also suggest a possible redundant function and synergism between multiple cytokines and fibrogenic pathways. In support of this, inhibition of a single pathway or growth factor in mouse models or human clinical trials has not been effective in reversing established and ongoing fibrosis in the lung (Chaudhary *et al*, 2007; Vallath *et al*, 2014; Raghu, 2017). As fibrosis is likely heterogeneous in etiology and molecular pathophysiology, attempts to block or counteract single upstream or downstream pathways may not be sufficient to inhibit cellular processes associated with ongoing fibrosis. Therefore, identification of converging or overlapping pathways downstream of growth factors involved in fibroblast activation could result in more effective therapies. In a recent study, we used an unbiased chemical genomics approach to identify drug targets that regulate multiple pro‐fibrotic processes including fibroproliferation, migration, invasiveness, and ECM production (Sontake *et al*, 2017). This novel *in silico* screening platform has identified several small molecule inhibitors including inhibitors of Hsp90, tyrosine kinases, and mitotic kinases, whose gene expression profiles were inversely correlated with differentially expressed gene networks in IPF lungs.

Aurora kinase B (AURKB) is a ubiquitously expressed mitotic kinase that belongs to the family of serine/threonine kinase (STKs) (Nigg, 2001; Fu *et al*, 2007). AURKB regulates multiple key events during cell division, which includes, but is not limited to chromatin condensation, chromosome bi‐orientation, and cytokinesis (Kollareddy *et al*, 2008; Lampson & Cheeseman, 2011). Moreover, recent studies have identified interphase functions of AURKB during various pathophysiological settings (Wu *et al*, 2011; Gully *et al*, 2012; Frangini *et al*, 2013). It is well‐documented that overexpression of AURKB in numerous cancer types causes uncontrollable tumor cell proliferation and helps in evading apoptotic death (Sorrentino *et al*, 2005; Jha *et al*, 2013; Tang *et al*, 2017). The role of AURKB in fibroblast activation in the pathogenesis of IPF has remained unexplored. We had previously shown that WT1 is a critical transcription factor that promotes fibrogenesis (Sontake *et al*, 2015, 2018). We recently performed RNA‐seq in fibroblasts for which WT1 was knockdown, and AURKB was identified as a major target of WT1 (Sontake *et al*, 2018). Here, we show for the first time that AURKB is upregulated in fibroblasts of IPF and a mouse models of pulmonary fibrosis. Multiple growth factors such as TGFα, CTGF, and IGF1 upregulate AURKB in lung fibroblasts. WT1 acts as a key transcription factor involved in TGFα‐induced AURKB expression in fibroblasts. In support of its pro‐fibrotic functions, we found that inhibition of AURKB expression or activity attenuated proliferation, survival, and ECM production in lung fibroblasts. *In vivo* studies using the TGFα‐ and bleomycin‐induced mouse models of pulmonary fibrosis demonstrate that barasertib, a known AURKB inhibitor, attenuates fibroproliferation, myofibroblast survival, and ECM deposition in established and ongoing pulmonary fibrosis.

## Results

### AURKB is upregulated in IPF fibroblasts

To determine the fibroproliferative effects of multiple pro‐fibrotic growth factors on AURKB expression, we treated primary fibroblasts isolated from human lungs with multiple growth factors including TGFα, TGFβ, CTGF, and IGF1. We found a significant increase in the expression of AURKB in fibroblasts treated with TGFα, CTGF, and IGF1 but none with TGFβ (Fig 1A). To determine whether AURKB is overexpressed in IPF fibroblasts, we isolated fibroblasts from the lungs of patients with IPF and non‐fibrotic controls and measured the amount of AURKB transcripts. We observed a significant increase in AURKB transcripts in fibroblasts of IPF compared to non‐IPF controls (Fig 1B). To determine the expression of AURKB in the lungs of IPF, we immunostained lung sections with antibody against AURKB and observed a marked increase in AURKB staining in spindle‐shaped fibroblasts located in subpleural regions and fibrotic foci of IPF lung tissue compared to normal lungs (Fig 1C).

**Figure 1:**
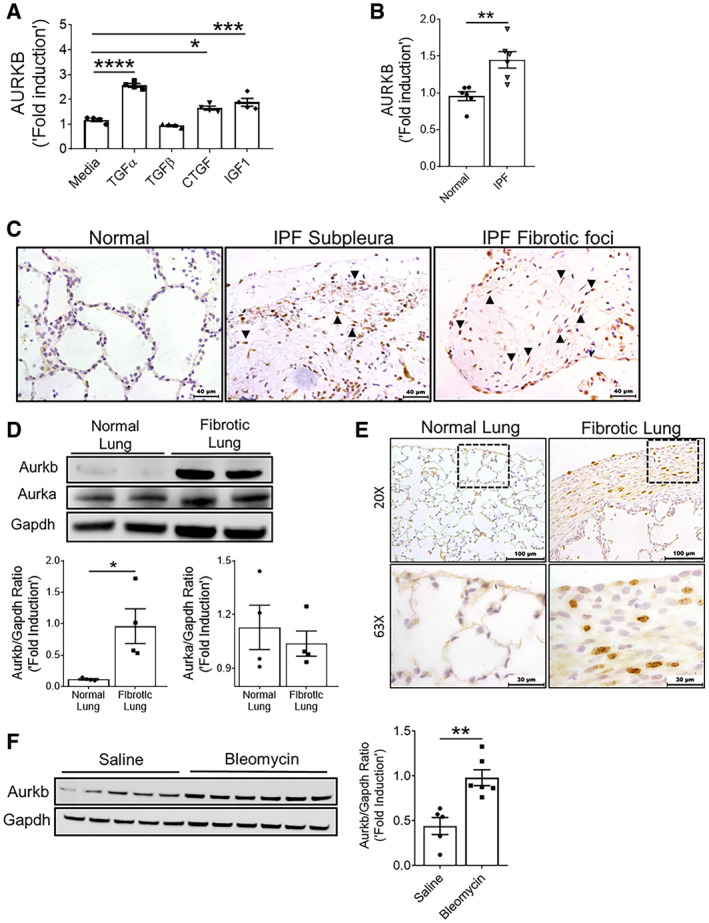
Multiple growth factors upregulate AURKB in severe fibrotic lung disease AQuantification of AURKB transcripts in non‐IPF lung‐derived resident fibroblasts treated with indicated mitogens for 16 h. *P < 0.05, ***P < 0.0005, and ****P < 0.00005, 1‐way ANOVA (*n* = 4).BQuantification of AURKB gene transcripts in isolated fibroblasts from non‐IPF and IPF lung stromal cell cultures. **P < 0.005, unpaired *t*‐test (*n* = 6).CIPF and non‐IPF lung sections were immunostained using AURKB antibody (*n* = 4). Representative images were obtained at 40× magnification. Scale bar: 40 μm. Dotted area: black; myofibroblastic core, blue; active fibrotic front. Arrows indicate AURKB positive cells.DImmunoblots of Aurkb and Aurka in total lung lysates of normal (CCSP/−) and fibrotic (CCSP/TGFα) mice fed with Dox for 6 weeks. Quantification was performed using phosphor imager software and normalization was done using loading control Gapdh. *P < 0.05, unpaired *t*‐test (*n* = 4).EImmunostaining was performed using AURKB antibody in lung sections of control (CCSP/−) and TGFα (CCSP/TGFα) mice on Dox for 6 weeks (*n* = 6). Representative images were obtained at 20× (low; Scale bar: 100 μm) and 63× (high; Scale bar: 30 μm) magnification. Dashed box indicates area of the section showing in high magnification.FWestern blot analysis of Aurkb in total lung lysates from saline and bleomycin‐treated mice. Quantification was performed using phosphor imager software, and normalization was done using loading control Gapdh. **P < 0.005, unpaired *t*‐test (*n* = 4–5).Data information: All data were presented as mean ± SEM. Exact *P* values are shown in Appendix Table S6. Source data are available online for this figure.

### AURKB is upregulated during TGFα‐ and bleomycin‐induced pulmonary fibrosis

To determine whether AURKB is upregulated during TGFα‐induced pulmonary fibrosis, Western blot analysis was performed on total lung lysates from control (CCSP/‐) and TGFα (CCSP/TGFα) mice on Dox for 6 weeks using antibodies against AURKA and AURKB. We observed a significant increase in the protein levels of AURKB but not AURKA in TGFα mice compared to controls (Fig 1D). In support, we observed increased staining for AURKB in the nucleus of spindle‐shaped cells localized in the subpleural fibrotic lesions of TGFα mice on Dox for 6 weeks, but limited or no staining in the lungs of control mice (Fig 1E). Further, we found that the majority of AURKB is localized in the nucleus of vimentin‐positive fibroblasts (Fig EV1). Similarly, we observed a significant increase in AURKB protein levels in the lungs of bleomycin‐treated mice compared to saline‐treated control mice (Fig 1F).

**Figure EV1:**
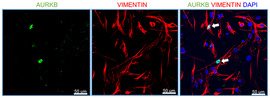
Lung‐resident fibroblasts show AURKB localized in the nucleus Primary lung‐resident fibroblasts were isolated from lung fibroblast cultures of TGFα mice on Dox for 4 weeks. Co‐immunostaining was performed using antibodies against AURKB (Green) and Vimentin (Red). All images were obtained at 40× magnification. Scale bar, 50 μm.

### Wilm's tumor 1 regulates the AURKB expression

Recent studies from our laboratory have shown that WT1 is upregulated in mesenchymal cells of subpleural fibrotic lung lesions and that it contributes to pulmonary fibrosis pathogenesis (Sontake *et al*, 2015). To test whether WT1 affects AURKB expression, we knocked down WT1 expression using WT1‐specific siRNA in fibroblasts isolated from IPF lungs or TGFα mice on Dox for 4 weeks. Compared to control siRNA, knockdown of WT1 was sufficient to attenuate the expression of AURKB in lung fibroblasts isolated from both IPF and a mouse model of TGFα‐induced pulmonary fibrosis (Fig 2A and B). We next assessed the effect of adenovirus‐mediated overexpression of WT1 on AURKB levels in fibroblasts. Overexpressing WT1 in fibroblasts led to a significant increase in both transcripts and protein of AURKB (Figs EV2A and 2C). Knockdown of WT1 in fibroblasts also abolished the ability of TGFα to increase AURKB expression (Fig 2D). To determine whether WT1 is a transcription factor that directly binds to *AURKB*, we performed a computational analysis of the promoter region of human and mouse *AURKB* and found the presence of conserved WT1 binding sites (Fig EV2B). We performed chromatin immunoprecipitation (ChIP) analysis using primary lung‐resident fibroblasts isolated from TGFα mice on Dox for 8 weeks. ChIP analysis using WT1‐specific antibody compared with control isotype antibody revealed that WT1 bound to the *AURKB* gene, suggesting the role of WT1 in AURKB expression (Fig 2E). We next overexpressed WT1 in HEK293 cells co‐transfected with AURKB promoter fused with luciferase reporter and observed increased luciferase activity compared to cells transfected with control plasmids (Fig 2F). These results support that WT1 functions as a positive regulator of AURKB by directly binding to the AURKB promoter in fibroblasts.

**Figure 2:**
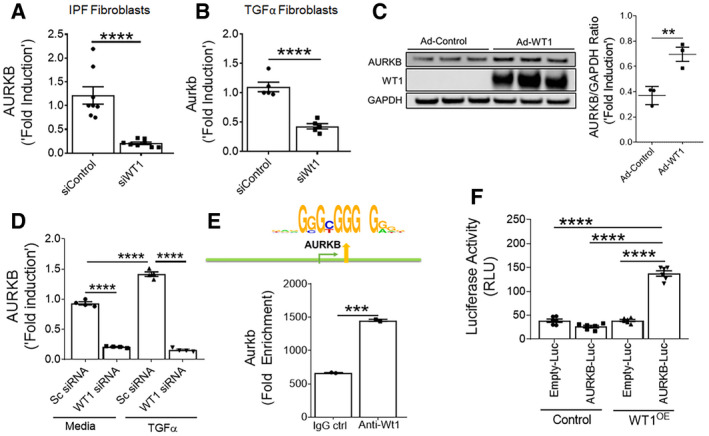
WT1 regulates AURKB expression AHuman IPF lung fibroblasts were transiently transfected with control or WT1 siRNA for 72 h and AURKB transcripts were quantified. ****P < 0.00005, unpaired *t*‐test (*n* = 4).BLung‐resident fibroblasts from TGFα mice on Dox for 4 weeks were transiently transfected with control or WT1 siRNA for 72 h, and AURKB transcripts were quantified. ****P < 0.00005, unpaired *t*‐test (*n* = 4).CImmunoblot analysis of AURKB and WT1 in the lysates of non‐IPF fibroblasts transduced with control or WT1‐adenoviral particles for 72 h. **P < 0.005, unpaired *t*‐test (*n* = 3).DQuantification of AURKB transcripts in primary fibroblasts from IPF lung treated with either control or WT1 siRNA and stimulated with media or TGFα (100 ng/ml) for 16 h. ****P < 0.00005, unpaired *t*‐test (*n* = 4).EPrimary lung‐resident fibroblasts were isolated from stromal cultures of TGFα mice placed on Dox for 8 weeks. Cell lysates were prepared, and the ChIP assay was performed with anti‐WT1 antibody or normal rabbit IgG as a negative control using AURKB gene promoter‐specific PCR primers. Non‐immunoprecipitated DNA is represented as input DNA (product size, 104 bp). ***P < 0.0005, unpaired *t*‐test (*n* = 2).FAURKB promoter luciferase activity was measured in HEK293 cells transfected with control or WT1 overexpressing (OE) vector. ****P < 0.00005, one‐way-ANOVA (*n* = 6).Data information: All data were presented as mean ± SEM. The above data were a representative of two independent experiments with similar results. *P* values were shown in Appendix Table S6. Source data are available online for this figure.

**Figure EV2:**
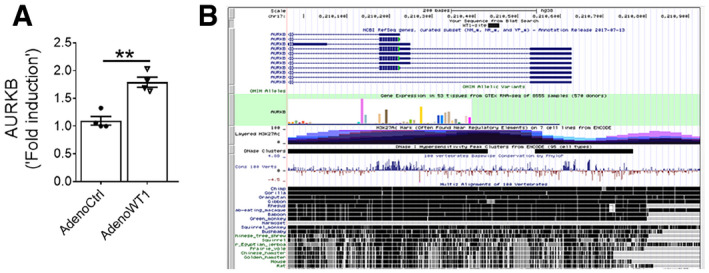
WT1 increases AURKB expression AQuantification of AURKB transcripts in non‐IPF fibroblasts transduced with control or WT1 adenoviral particles for 72 h (*n* = 4). Data were presented as mean ± SEM. **P < 0.005, unpaired *t*‐test.BSchematic illustration of AURKB gene with location of the putative WT1 binding sites that were conserved among mammals including humans and mice.Data information: All data are presented as mean ± SEM.

### AURKB functions as a positive regulator for fibroblast proliferation and survival

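RNA was sequenced from lung-resident fibroblasts, the cells that lay down most of the collagen and other matrix of the lung. The cells came from mice in which doxycycline (Dox) in the food switches on a transgene for the growth factor TGFα in the lung epithelium. After 10 days on Dox, 3 samples were transfected with a control siRNA and 3 with an siRNA against Aurkb, each for 72 h. An siRNA is a short double-stranded RNA that directs the breakdown of the mRNA it matches. The sources used here do not say whether the 3 samples of a group came from separate mice or separate cultures, so the p-values measure only the spread between these samples, which may be technical. The reads counted to genes were 30441954, 29350227 and 29679307 in the control siRNA libraries and 27572833, 26443186 and 20820596 in the Aurkb siRNA libraries. The transcript of the 45S ribosomal RNA precursor, Rn45s, took 2.60% to 4.31% of the reads with control siRNA and 2.64% to 4.78% with Aurkb siRNA. The authors deposited RPKM values, which scale the reads of a gene by its length and by the reads of the library, together with group means of read counts scaled by size factors. The whole read counts behind these values were recovered, and all of them came out whole within a tolerance of 0.001. The recovered counts were divided by the authors' size factors, which ran from 0.7608 to 1.1155, and are called normalized counts. Genes with a mean of at least 10 normalized counts in a group, 13906 in all, were compared with limma as log2(normalized count + 1), a scale that understates the change of low genes. A gene was called higher or lower at a Benjamini-Hochberg adjusted p of 0.05 or less together with a change of at least 1.5-fold. The first principal component of the 6 libraries held 64.1% of the variance and separated the control siRNA libraries from the Aurkb siRNA libraries.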

To gain insight into the role of AURKB in fibroblast activation, we assessed gene expression changes using next‐generation sequencing in fibroblasts isolated from the lungs of TGFα mice on Dox for 10 days treated with either control‐ or AURKB‐specific siRNA for 72 h. 

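Aurkb encodes Aurora kinase B, the kinase of the chromosomal passenger complex, which corrects the attachment of chromosomes to the spindle and takes part in cytokinesis. The gene (Entrez gene 20877) lies on chromosome 11 of GRCm38 from 69045624 to 69051664. It was measured at 99.5, 107.8 and 133.6 normalized counts in the control siRNA libraries, from 111, 117 and 146 reads. In the Aurkb siRNA libraries it was measured at 37.4, 52.8 and 28.9 normalized counts, from 39, 51 and 22 reads. The group means were 114 ± 17.8 with control siRNA and 39.7 ± 12.1 with Aurkb siRNA (SD, n = 3 libraries each), so that 34.9% of the control level was left. The log2 fold change was -1.52 (standard error 0.23, adjusted p = 9.27e-04 from limma). Every Aurkb siRNA library lay below every control siRNA library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Partners of the kinase in the complex were measured beside it. Incenp, the scaffold that anchors and activates the kinase, was at 372 ± 26.2 and 386 ± 58.5 normalized counts with control and Aurkb siRNA. Birc5, or survivin, was at 136 ± 5.56 and 131 ± 44.3, and Cdca8, or borealin, at 182 ± 24.5 and 202 ± 23.8. Of the 6 measured genes of a list of partners of the complex, 0 passed the threshold with limma, 0 with voom and 0 at an unadjusted p under 0.05. Aurka, the related Aurora kinase A, was at 162 ± 11.0 and 166 ± 45.9 normalized counts.

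**Figure D1:**
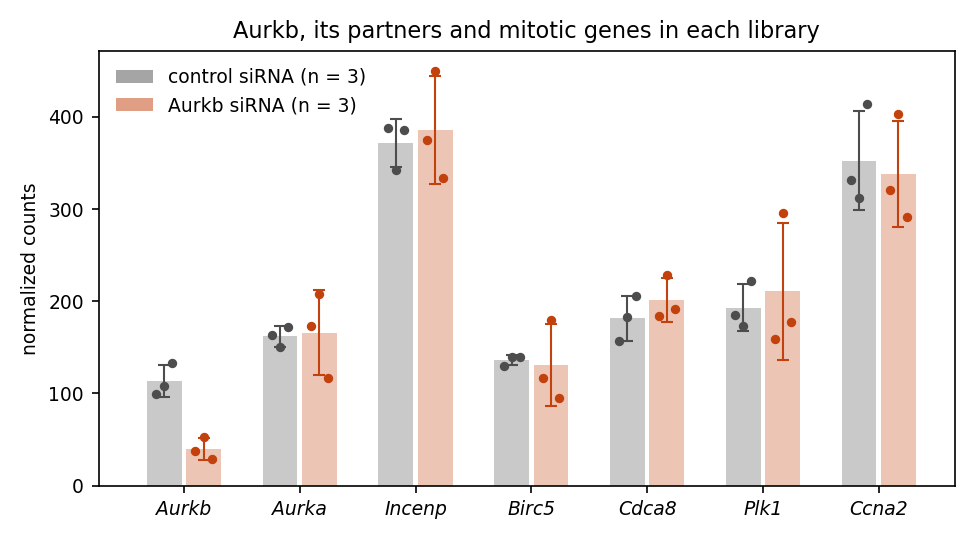
Normalized counts of Aurkb, Aurka, 3 partners of Aurkb and the mitotic genes Plk1 and Ccna2. Bars are means, error bars are SD and points are the 3 control siRNA and the 3 Aurkb siRNA libraries. Aurkb is the gene whose points do not overlap between the groups, at 99.5 or more with control siRNA and 52.8 or less with Aurkb siRNA.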

Knockdown of AURKB resulted in significant loss of its transcripts in resident fibroblasts (Fig EV3A). As shown in the heat map, the knockdown of AURKB has resulted in 800 upregulated and 1248 downregulated genes (≥ 1.5‐fold change; *P* value FDR ≤ 0.05) (Fig EV3B). 

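Hmox1, which encodes heme oxygenase 1, the inducible enzyme of heme breakdown, rose from 9289 ± 368 normalized counts with control siRNA to 51711 ± 9884 with Aurkb siRNA (SD, n = 3 each; log2 fold change 2.46, standard error 0.12, adjusted p = 7.42e-06 from limma). Of the genes with a mean of at least 50 normalized counts in a group and no overlap between the groups, it was among the 10 largest rises, as were Gria4, a subunit of AMPA-type glutamate receptors, from 156 ± 23.9 to 764 ± 213, and Prl3a1, a member of the prolactin family, from 54.3 ± 13.2 to 251 ± 37.9. The 10 largest falls of these genes included Enpp2, which encodes autotaxin, the secreted enzyme that makes lysophosphatidic acid, from 570 ± 262 to 109.5 ± 64.3, and Gcnt1, a glycosyltransferase of O-glycan branching, from 1906 ± 709 to 358 ± 143. The cation channel Trpc4 fell from 342 ± 138 to 54.1 ± 34.9. In all, 645 genes were higher and 1067 were lower with Aurkb siRNA among the 13906 genes tested, with calls as defined for these libraries. When log2(RPKM + 1) of the 5990 genes with a mean RPKM of at least 10 was tested, an alternative chosen after seeing the data, 173 genes were higher and 314 lower.
Markers of other cell types were looked up as lists, of which the endothelial list alone was called by camera. With its preset correlation between genes, camera also called 2 to 10 lists in other splits of the 6 libraries, where 0 genes passed. Of 11 endothelial markers, 9 were lower (10 when adjusted over the list alone) and 0 were higher, among them Kdr, the VEGF receptor 2, which fell from 1212 ± 168 to 444 ± 49.4, and Pecam1 (CD31), which fell from 1397 ± 220 to 640.5 ± 72.0. Their median log2 change was -0.95 (limma's camera, adjusted p = 1.29e-05 with a preset correlation between genes, and adjusted p = 0.38 with an estimated correlation). Of 8 pericyte and smooth muscle markers, 5 were lower (5 over the list alone; camera, adjusted p = 0.058), including Mcam, which fell from 2359 ± 216 to 1216 ± 99.6. Among the 5, the 3' UTR of Abcc9 holds the 7-base word AACGTGT and that of Notch3 holds ACGTGTA. Notch3 fell by under 1.5-fold without control siRNA replicate 3 or Aurkb siRNA replicate 1 (log2 up to -0.52). Of 15 hematopoietic markers listed, 8 were tested, while others, such as Ptprc, Adgre1 and C1qa, were absent or under the minimum level. Of these 8, 2 were lower (2 over the list alone; camera, adjusted p = 0.11, and 0.037 with the replicate number as a block), including the macrophage gene Cd68, which fell from 645 ± 67.0 to 199 ± 59.3. The other, Lyz2, lost its call without control siRNA replicate 2 or 3 (limma, adjusted p up to 0.089). Of 8 mesothelial markers, Upk1b and Lrrn4 were lower (2 over the list alone; camera, adjusted p = 0.1, and 0.04 with the block). The 3' UTR of Upk1b holds the 7-base word ACGTGTA, and the log2 change of Lrrn4, -0.70, was -0.50, under 1.5-fold, without Aurkb siRNA replicate 2. Of 10 epithelial markers Krt19 was higher and Sftpc lower (the same counts over the list alone; camera, adjusted p = 0.61). Of the granule genes of neutrophils, Mpo, myeloperoxidase, had 0, 0 and 1.83 normalized counts in the control siRNA libraries and 48.9, 66.2 and 64.4 in the Aurkb siRNA libraries. The neutrophil genes Ngp, Elane, Ncf4, Ctsg, S100a9 and S100a8 were higher too, and Ngp, Mpo and Elane were among the 10 largest rises. By contrast, Prtn3, proteinase 3, was at 48.0 ± 5.99 and 40.7 ± 12.6 and did not pass. Lower genes also differed from the rest in their 3' UTRs. Of the 1014 lower genes whose 3' UTR was searched, 205 (20.2%) held AACGTGT or ACGTGTA, 7-base words of a sequence that also lies in the Aurkb mRNA, against 18 of 580 higher genes (3.1%) and 519 of 11274 other genes (4.6%), and the coding sequence of Kdr holds AACGTGT. AACGTGT was picked from 15679 words tested as the one with the strongest fall in these same libraries. These shares therefore follow in part from that choice and are not independent evidence. The Aurkb mRNA and its complement together hold 3252 of the words.

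**Figure D2:**
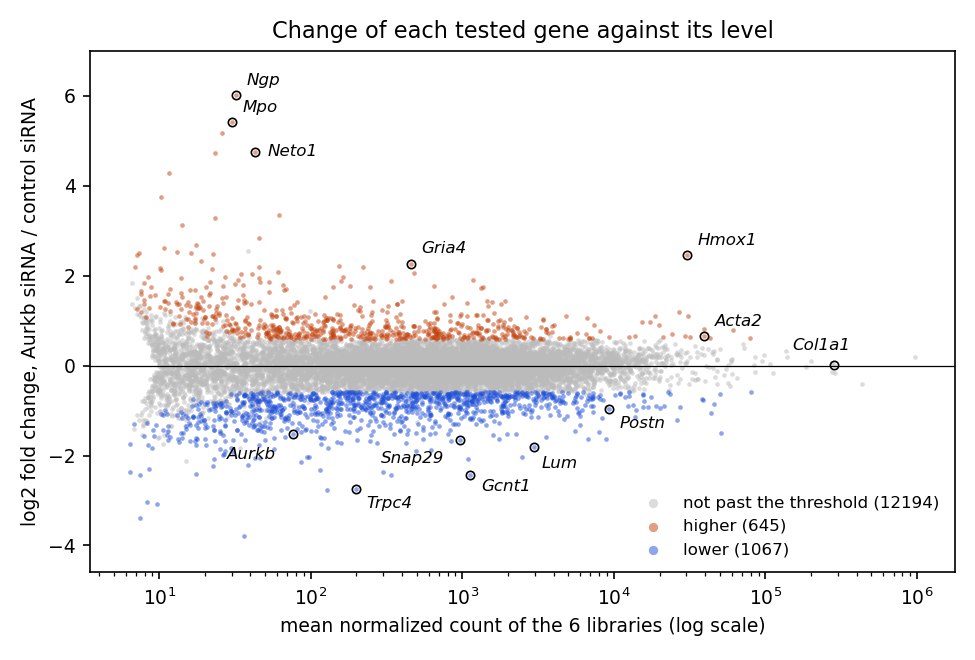
Log2 fold change of each of the 13906 tested genes (Aurkb siRNA over control siRNA) against its mean normalized count over the 6 libraries, on a log scale. Colored points are the 645 higher and 1067 lower genes, grey points did not pass the threshold, and circled points are named genes, with Hmox1 at a log2 fold change of 2.46.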

To identify potential AURKB‐driven pro‐fibrotic gene transcripts in IPF, we next compared differentially expressed genes in IPF lungs (GSE53845) (DePianto *et al*, 2015) and AURKB‐specific siRNA‐treated lung fibroblasts. We identified multiple transcripts that were either upregulated (141 genes) or downregulated (50 genes) by AURKB in IPF (Fig 3A and Appendix Table S1). 

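Genes of the network that the paper draws from this comparison (Fig 3B) were followed in the fibroblast libraries, and the IPF lung data were not analysed here. Pamr1, a secreted protein with a protease-like domain, fell from 3996 ± 762 to 982 ± 225 normalized counts with Aurkb siRNA (SD, n = 3 each; log2 fold change -2.03, standard error 0.17, adjusted p = 4.85e-05 from limma). The adhesion molecule Vcam1 fell from 9188 ± 742 to 4924 ± 540, Fap, the membrane protease of activated fibroblasts, from 779 ± 20.8 to 402 ± 26.4, and Smo, the transducer of hedgehog signaling, from 3661 ± 130 to 2195 ± 20.8. In the other direction, Sema3e, a guidance ligand of the semaphorin family, rose from 493 ± 41.9 to 1848 ± 57.9 (log2 fold change 1.91, standard error 0.07), Vegfa, the vascular growth factor, from 6069 ± 759 to 10237 ± 756, and Bdnf, a neurotrophin, from 1983 ± 135 to 3273 ± 175. Of the 32 legible names shown as higher in IPF lungs and lower with AURKB siRNA, 30 were lower (32 when adjusted over the list alone), and of the 11 shown the other way 9 were higher (10 over the list alone). The study chose these genes on the same libraries, so the counts are not independent evidence of their direction. Fgf1, Ngfr, Il4ra and Cck did not pass, with adjusted p = 0.0888, 0.0522, 0.155 and 0.0694 from limma, and with 0.012, 0.035, 0.0025 and 0.0013 when the replicate number was a block, where the log2 fold change of Il4ra, 0.21, stayed under 1.5-fold. Cck was at 25.9, 182 and 6.57 normalized counts with Aurkb siRNA, and its log2 change of 2.55 was 1.33 without Aurkb siRNA replicate 2. Without 1 or another of the 6 libraries, 11 of the 30 lower genes and 4 of the 9 higher genes lost their call at least once, while Pamr1, Vcam1, Fap, Smo, Sema3e, Vegfa and Bdnf kept theirs. Of the 30 lower genes, Bcl2 and Ptger4 hold the word AACGTGT in the 3' UTR, where 2 others were not searched, and Smo and Scube2 hold it in the coding sequence, where Lum holds ACGTGTA. The coding sequence of Vegfa holds ACGTGTA, S100a8 is a neutrophil gene that rose from 4.25 ± 2.09 to 30.6 ± 1.59, and Rgs5, which fell from 162 ± 11.7 to 91.5 ± 18.7, is also a pericyte marker.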

Functional enrichment analysis of these negatively correlated gene sets (i.e., genes upregulated in IPF lungs but downregulated in AURKB‐specific siRNA‐treated lung fibroblasts and vice versa) using the ToppFun application of the ToppGene Suite (Chen *et al*, 2009) identified several major fibroblast‐specific biological processes. These include cell proliferation, apoptosis, and ECM production (Fig 3B). 

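Of 38 genes of mitosis and cytokinesis, 1 was lower (0 when adjusted over the list alone) and 0 were higher, and the median log2 change was 0.02 (camera, adjusted p = 0.96; the list was lower at adjusted p = 0.036 without Aurkb siRNA replicate 2). The lower gene was Nuf2, a kinetochore protein, which fell from 137.5 ± 15.5 to 72.9 ± 22.6 normalized counts (SD, n = 3 each) and whose 3' UTR holds the word AACGTGTA. The proliferation marker Mki67 was at 731 ± 139 and 609 ± 157 (adjusted p = 0.255 from limma). Of 35 genes of S phase and DNA replication, 4 were higher (4 over the list alone) and 0 were lower, with a median of 0.27 (camera, adjusted p = 6.46e-04, and adjusted p = 0.47 with an estimated correlation). Ccne1, cyclin E1, rose from 280 ± 27.9 to 469 ± 57.6 and Prim1, a subunit of DNA primase, from 103 ± 15.6 to 201.5 ± 10.7.
Genes of apoptosis moved in both directions. Of 22 pro-apoptotic genes, Cycs (cytochrome c) and Tnfrsf10b (a death receptor for TRAIL) were higher and Bcl2l11 (BIM), Bmf and Pmaip1 (NOXA), which oppose BCL2 proteins, were lower, with the same counts over the list alone (camera, adjusted p = 0.83). Bmf fell from 421 ± 61.8 to 128 ± 23.6 and Bcl2l11 from 837 ± 74.0 to 388 ± 12.7, while Tnfrsf10b rose from 1075 ± 58.6 to 1864 ± 72.4. The 3' UTR of Bmf holds AACGTGTA, and those of Bcl2l11 and Cycs hold ACGTGTA. Of 10 anti-apoptotic genes, Bcl2 alone was lower (1 over the list alone), from 569.5 ± 57.8 to 347.5 ± 14.5 (camera, adjusted p = 0.1), and its 3' UTR holds AACGTGT. Of 28 targets of p53, 9 were higher and 2 lower (the same counts over the list alone), with a median of 0.38 (camera, adjusted p = 0.0055, and adjusted p = 0.38 with an estimated correlation). Gdf15, a stress-induced cytokine, rose from 113 ± 21.7 to 380.5 ± 42.5, and the stress protein Sesn2 from 978 ± 43.1 to 1972 ± 49.9, while Sesn1 fell from 1597 ± 54.8 to 980 ± 123. Sesn2 is also a member of the list of the unfolded protein and integrated stress response. The other 17 p53 targets, Cdkn1a among them, were not called.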

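Of the measured collagens and other ECM proteins, more were called lower than higher, and Col1a1 and Col3a1 did not pass the threshold. Lum (lumican), a proteoglycan that orders collagen fibrils, fell from 4594 ± 1255 to 1310 ± 346 normalized counts (SD, n = 3 each; log2 fold change -1.81, standard error 0.21, adjusted p = 2.29e-04 from limma), and Postn (periostin) from 12290 ± 2451 to 6264 ± 1043. Of 35 ECM proteins other than collagens, 11 were lower and 2, Vcan and Spon2, were higher (12 and 2 when adjusted over the list alone), with a median log2 change of -0.22 (camera, adjusted p = 0.031, and adjusted p = 0.35 with an estimated correlation). Vcan lost its call without any 1 of the control siRNA replicates or without Aurkb siRNA replicate 2 (adjusted p up to 0.069, log2 down to 0.51), and Spon2 without any 1 library other than Aurkb siRNA replicate 1 (up to 0.12). Of 19 collagens, Col14a1, Col15a1, Col28a1 and Col6a2 were lower and 0 were higher (4 and 0 over the list alone), with a median of -0.16 (camera, adjusted p = 0.091, and 0.039 with the replicate number as a block). Col14a1, which binds the surface of collagen fibrils, fell from 8213 ± 1020 to 4182 ± 887. The log2 changes of Col15a1, Col28a1 and Col6a2, -0.62, -0.63 and -0.64, were just past 1.5-fold. Col15a1 lost its call without control siRNA replicate 1 or Aurkb siRNA replicate 3 (up to -0.45), Col28a1 without control siRNA replicate 1 or Aurkb siRNA replicate 2 (up to -0.55), and Col6a2 without control siRNA replicate 3 or Aurkb siRNA replicate 2 (up to -0.57). Col1a1, a chain of type I collagen, was at 283196 ± 38795 and 285711 ± 37566, and Col3a1 at 494680 ± 26172 and 371822 ± 20461 (log2 fold change -0.41, adjusted p = 0.0671 from limma, and 0.0091 with the block). The log2 fold change of Col3a1 was 0.00 after quantile normalization, which gives genes of the same rank the same value in every library. That setting cannot show a fall that leaves a gene at its rank among the highest. Of 20 genes of collagen processing, 5 were higher and Ctsk (cathepsin K), a collagen-degrading protease, was lower (the same counts over the list alone; camera, adjusted p = 0.031, adjusted p = 0.46 with an estimated correlation, 0.068 after quantile normalization and 0.17 on RPKM values). The fall of Ctsk was under 1.5-fold without control siRNA replicate 1 or Aurkb siRNA replicate 3 (log2 up to -0.50). Serpinh1, the collagen chaperone, rose from 34128 ± 1097 to 52466 ± 2009 and P4ha2, a collagen prolyl hydroxylase, from 4273 ± 386 to 7097 ± 816.
Of 16 contractile genes of myofibroblasts, Acta2, Tagln and Cnn1 were higher and Synpo2 lower (the same counts over the list alone; median 0.46; camera, adjusted p = 0.027, and adjusted p = 0.54 with an estimated correlation; 0.055 on RPKM values). Tagln (transgelin) rose from 28280 ± 3976 to 49945 ± 9007. Acta2 (αSMA), whose 3' UTR holds ACGTGTA, rose from 30335 ± 2469 to 48702 ± 12113, and its log2 change of 0.66 was 0.46, under 1.5-fold, without Aurkb siRNA replicate 2. Cnn1 lost its call without control siRNA replicate 1 or 3 or Aurkb siRNA replicate 2 or 3 (adjusted p up to 0.097). Of 18 identity genes of lung fibroblasts, 4 were lower and 0 higher (4 and 0 over the list alone; camera, adjusted p = 0.031, and adjusted p = 0.35 with an estimated correlation), among them Pdgfra, the PDGF receptor α, which fell from 26626 ± 1279 to 13952 ± 949, and Dpt (dermatopontin), from 203 ± 36.2 to 57.4 ± 17.7. Cygb, also among the 4, holds ACGTGTA in its 3' UTR and fell by under 1.5-fold without Aurkb siRNA replicate 2 (log2 -0.58). Endothelial markers were lower in the same libraries, 9 of 11, and the 3' UTRs of 0 of the lower collagens and other ECM genes hold AACGTGT or ACGTGTA, while the coding sequence of Col6a2 holds AACGTGTA that of Lum ACGTGTA and that of Vcan, which was higher, AACGTGT. From the genes that are opposite between IPF lungs and AURKB siRNA-treated fibroblasts, and the terms enriched among them, the paper states that the processes include cell proliferation, apoptosis and ECM production, and calls these genes AURKB-driven (Fig 3A and B).

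**Figure D3:**
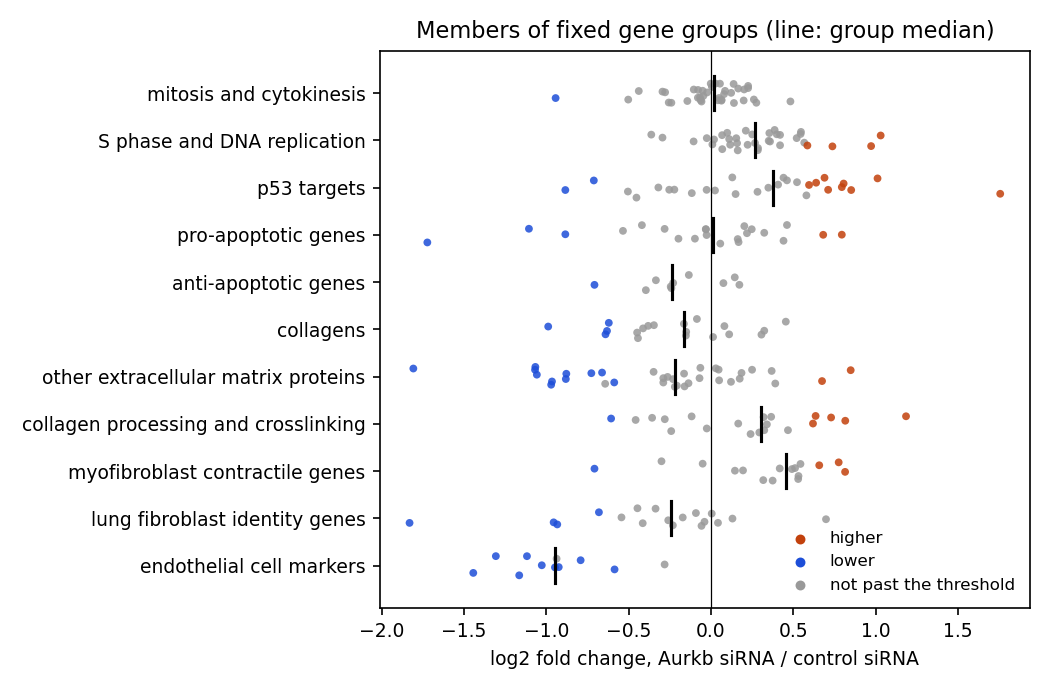
Log2 fold change (Aurkb siRNA over control siRNA) of the measured members of 11 gene groups. Each point is a gene, colored where it was called higher or lower, and black lines are group medians, which run from -0.95 for endothelial markers to 0.46 for contractile genes.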

Co‐immunofluorescence staining was performed with anti‐AURKB and anti‐Ki‐67 antibodies on lung sections from normal and TGFα mice on Dox for 4 weeks. We observed a notable increase in the number of AURKB and Ki‐67‐positive cells in the fibrotic lesions of TGFα mice on Dox for 4 weeks compared to control mice (Fig 3C). Both AURKB and Ki‐67 co‐localized to the same cells by immunofluorescence staining, and the number of dual positive cells for both AURKB and Ki‐67 was significantly greater in the lungs of TGFα mice compared to normal mice (Fig 3D).

**Figure EV3:**
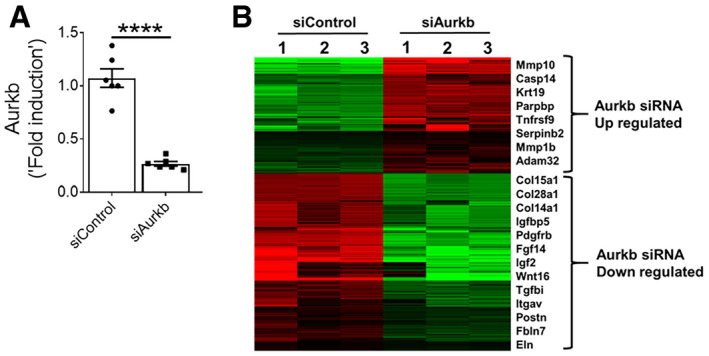
The knockdown of AURKB alters IPF‐specific gene network APrimary lung‐resident fibroblasts isolated from TGFα mice on Dox for 10 days. Cells were transiently transfected with control or Aurkb siRNA, and transcripts were quantified by RT–PCR after 72 h. Data were presented as mean ± SEM. ****P < 0.00005, unpaired *t*‐test (*n* = 3).BHeat map shows two clusters of differentially expressed genes up‐ or downregulated (indicated with color key) by twofold or more upon genetic knockdown of Aurkb compared to control siRNA. (*n* = 3).Data information: All data were presented as mean ± SEM.

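At 2-fold, 604 genes passed, 224 higher and 380 lower with Aurkb siRNA. Of the genes printed beside the heat map (Fig EV3B), 21 were legible and 18 lay above the minimum level for the test. Mmp10, a matrix metalloproteinase (stromelysin 2), rose from 133.5 ± 20.0 to 381 ± 163 normalized counts (SD, n = 3 each; log2 fold change 1.44, standard error 0.25, adjusted p = 0.00199 from limma), and Krt19, a keratin of simple epithelia, from 86.3 ± 26.2 to 171 ± 24.5. Igfbp5, an IGF-binding protein, fell from 2831 ± 241 to 1401 ± 132, Itgav, the integrin αV chain, from 5757 ± 328 to 2859 ± 243, and Tgfbi, an adhesive ECM protein, from 157 ± 36.5 to 73.4 ± 5.87. The 3' UTRs of Igfbp5 and Itgav hold the word AACGTGT. Of 7 tested genes shown as higher, 7 were higher (7 when adjusted over the list alone), and of 11 tested genes shown as lower, 9 were lower (10 over the list alone). These genes were chosen by the study on the same libraries, so the counts are not independent evidence of direction. Pdgfrb (log2 fold change -0.25) and Eln (-0.64) had adjusted p = 0.0668 and 0.0681 from limma, and 8.09e-04 and 4.17e-05 with the replicate number as a block. The change of Pdgfrb stayed under 1.5-fold there. Parpbp, at a log2 fold change of 0.67, and Col15a1, Col28a1, Fbln7, Postn and Col14a1, at -0.62, -0.63, -0.88, -0.96 and -0.99, passed at 1.5-fold but not at 2-fold. Leaving out 1 library ended the call of 3 of the 7 higher genes and of 3 of the 9 lower genes. Casp14 lost it without control siRNA replicate 1 or 3 or Aurkb siRNA replicate 1 or 3 (adjusted p up to 0.072), Tnfrsf9 without control siRNA replicate 2 (0.054) and Mmp1b without control siRNA replicate 1 or 2 (up to 0.068). Igf2 lost it without control siRNA replicate 1 or 3 (up to 0.063), Col15a1 without control siRNA replicate 1 or Aurkb siRNA replicate 3, and Col28a1 without control siRNA replicate 1 or Aurkb siRNA replicate 2. Exons of Mmp1b overlap those of Mmp12 in the annotation, so their reads may not be told apart. Serpinb2, an inhibitor of plasminogen activators, was at 182, 543.5 and 141 normalized counts in the Aurkb siRNA libraries, against 91.4, 56.2 and 66.8 with control siRNA.

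**Figure D4:**
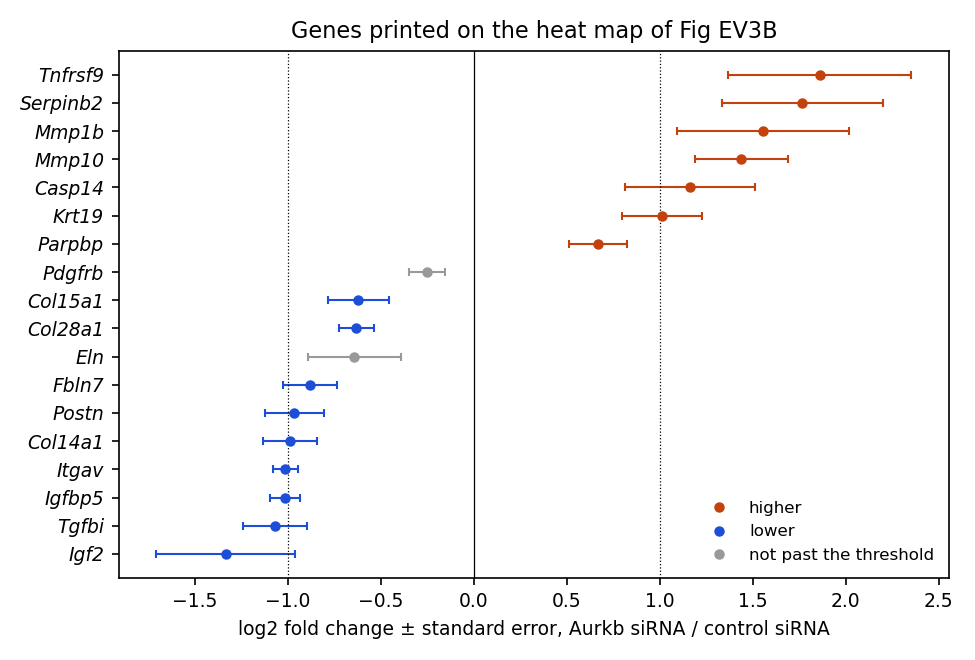
Log2 fold change (Aurkb siRNA over control siRNA) of the 18 tested genes printed beside the heat map of Fig EV3B. Points are estimates, error bars are standard errors and dotted lines mark 2-fold, with Pdgfrb at -0.25 and Eln at -0.64 in grey as not past the threshold.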

**Figure 3:**
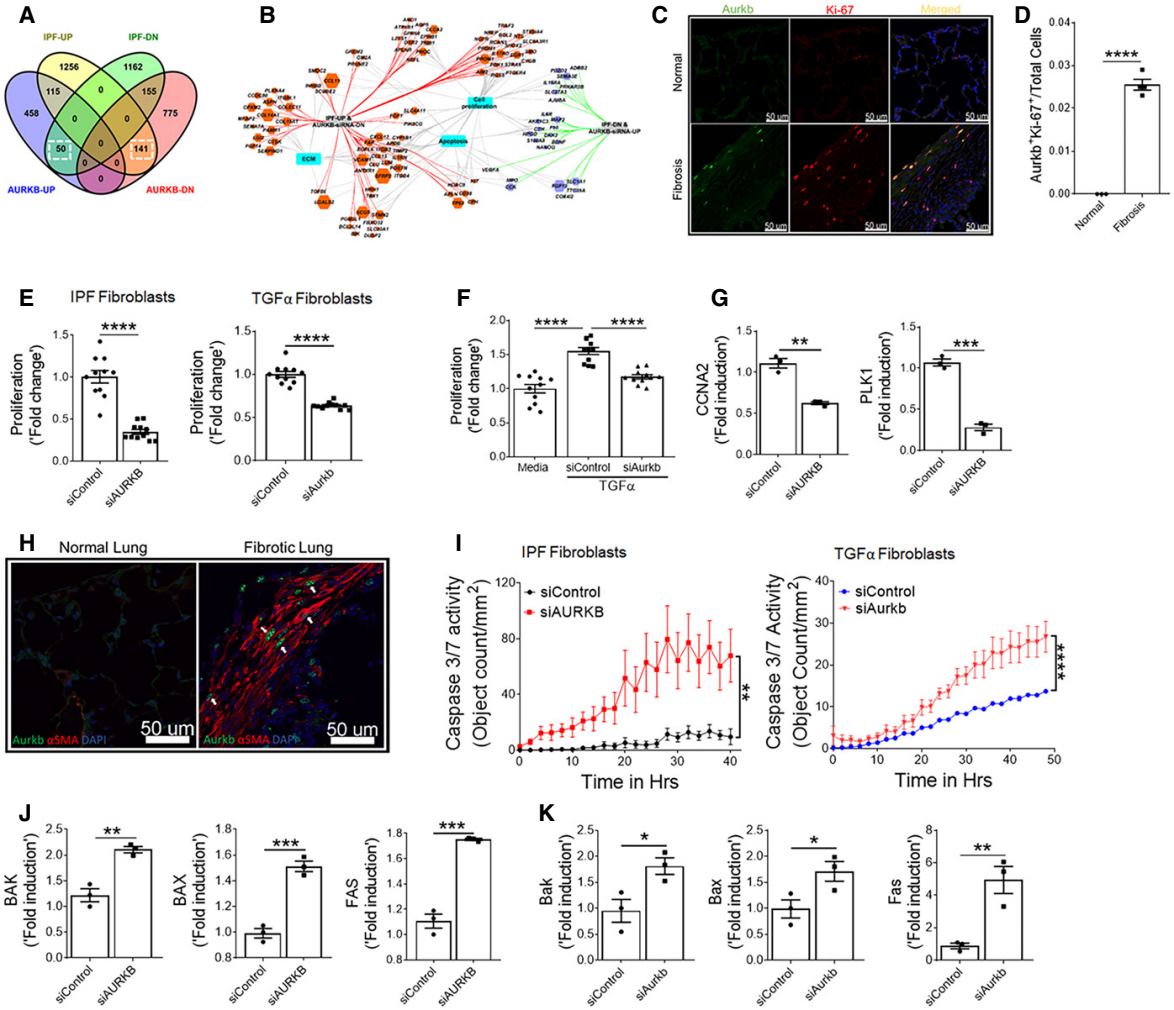
AURKB functions as a positive regulator of fibroproliferation and survival AVenn diagram depicting the comparison and overlap of differentially expressed genes in IPF lungs and AURKB siRNA‐treated fibrotic fibroblasts. The dashed box indicates genes that were up‐ (141 genes) or downregulated (DN, 50 genes) in IPF lungs compared with AURKB siRNA knockdown gene expression signatures.BAURKB‐driven genes activated in IPF were analyzed using ToppFun and visualized using Cytoscape. Red‐ and blue‐colored circles represent genes that are up or downregulated, respectively, in IPF lungs. The turquoise‐colored circle represents enriched biological processes for the inversely correlated genes between AURKB siRNA knockdown and IPF.CLung sections from control and TGFα mice fed with Dox food for 4 weeks were stained for AURKB (green) and Ki‐67(red). Merged image shows cells that co‐express AURKB and Ki‐67 (yellow).DQuantification of Ki‐67^+^ and AURKB^+^ double‐positive cells was performed using five confocal images per mice in control and TGFα mice. Images were obtained at 40× magnification. Scale bar: 50 μm. ****P < 0.00005, unpaired *t*‐test (*n* = 4).EProliferation was measured in primary lung‐resident fibroblast isolated from either IPF lung or TGFα mice and treated with either control or AURKB siRNA. ****P < 0.00005, unpaired *t*‐test (*n* = 9–11).FProliferation was measured in primary lung‐resident fibroblasts isolated from stromal cultures of TGFα mice on Dox for 2 weeks and transiently transfected with control or AURKB siRNA and stimulated with TGFα (20 ng/ml) for 24 h. ****P < 0.00005, 1‐way ANOVA (*n* = 9–11).GQuantification of CCNA2 and PLK1 transcripts in human IPF fibroblasts transiently transfected with control or AURKB siRNA for 72 h. **P < 0.005, ***P < 0.0005, unpaired *t*‐test (*n* = 3).HLung sections from control and TGFα mice fed with Dox food for 6 weeks were stained for AURKB (green) and αSMA (red). Images were obtained at 40× magnification. Scale bar: 50 μm. (*n* = 4).IQuantification of apoptotic cells using Incucyte ZOOM (caspase 3/7-positive cells) in lung‐resident fibroblasts isolated from IPF and TGFα mice on Dox for 6 weeks and treated with control or AURKB siRNA for 72 h. **P < 0.005, ****P < 0.00005, 2‐way ANOVA (*n* = 4).JQuantification of Bak, Bax, and Fas gene transcripts in human IPF lung‐resident fibroblasts treated with either control or AURKB siRNA for 72 h. **P < 0.005, ***P < 0.0005, unpaired *t*‐test (*n* = 3).KQuantification of Bak, Bax, and Fas gene transcripts in lung‐resident fibroblasts isolated from TGFα mice and treated with either control or AURKB siRNA for 72 h. *P < 0.005, **P < 0.005, unpaired *t*‐test (*n* = 3).Data information: All data were presented as mean ± SEM. The above data were a representative of two independent experiments with similar results. Exact *P* values are shown in Appendix Table S6.

To test whether AURKB induces fibroproliferation, we assessed the impact of AURKB knockdown on BrdU incorporation in fibroblasts isolated from the lungs of IPF or TGFα mice on Dox for 2 weeks. We observed a significant decrease in BrdU incorporation in fibroblasts treated with AURKB‐specific siRNA compared to control siRNA (Fig 3E). With the loss of AURKB in fibroblasts, we observed a significant decrease in TGFα‐induced fibroproliferation (Fig 3F). To establish the mechanisms in AURKB‐driven fibroproliferation, we assessed changes in AURKB‐driven IPF network genes predicted to regulate fibroproliferation, such as PLK1 and CCNA2, in fibroblasts treated with AURKB‐specific siRNA compared with control siRNA. Notably, the genetic knockdown of AURKB was sufficient to attenuate the expression of AURKB‐dependent genes involved in fibroproliferation (Fig 3G). These findings establish that AURKB functions as a positive regulator of fibroproliferation in IPF.

In progressive fibrosis, fibroblasts transform to myofibroblasts and develop resistance to apoptosis, thereby promoting excessive ECM deposition and the expansion of fibrotic lung lesions (Thannickal & Horowitz, 2006; Kasam *et al*, 2019). To test whether myofibroblasts express AURKB, we performed co‐immunofluorescence staining of AURKB and αSMA in lung sections from control and TGFα mice at 6 weeks on Dox, when fibrosis is well established. Our co‐immunostaining show that AURKB localized in the nucleus and αSMA being in cytoplasm of myofibroblasts in the subpleural fibrotic lesions of TGFα mice on Dox for 6 weeks (Fig 3H). To test whether AURKB induces fibroblast survival, the mature fibrotic lesions of IPF or TGFα mice on Dox for 6 weeks were cultured to isolate fibroblasts and apoptosis was quantified in fibroblasts treated with either control or AURKB‐specific siRNA. Notably, the loss of AURKB transcripts was sufficient to induce apoptosis in fibroblasts from IPF or TGFα mice (Fig 3I). To understand the mechanisms in AURKB‐driven fibroblast survival, we quantified the expression of genes involved in apoptosis by RT–PCR. The genetic loss of AURKB was sufficient to induce the expression of pro‐apoptotic gene transcripts such as Bak, Bax, and Fas in fibroblasts isolated from the lungs of IPF or TGFα mice on Dox for 6 weeks (Fig 3J and K). Together, the above findings establish that increased AURKB expression contributes to apoptosis resistance in mesenchymal cells.

### Barasertib attenuates fibroblast activation

To test whether the inhibition of AURKB activity alters fibroblasts activation, we assessed the proliferation of fibroblasts isolated from the lungs of IPF or TGFα mice on Dox for 4 weeks. Upon treatment with barasertib, a known AURKB inhibitor, we observed a significant reduction in BrdU incorporation in fibroblasts isolated from IPF and TGFα model (Fig 4A and B). In support, the percent of PCNA‐positive cells was significantly reduced in barasertib‐treated IPF fibroblasts compared with vehicle (Fig 4C). Consistent with the loss of AURKB in fibroblasts, we observed a dose‐dependent attenuation of TGFα‐induced fibroblast proliferation when treated with barasertib compared to vehicle (Fig 4D). Similar to the loss of AURKB expression, inhibition with barasertib reduced the expression of AURKB‐driven genes involved in fibroproliferation such as CCNA2 and PLK1 (Fig EV4). Previous studies from our group, and others, have demonstrated a pathogenic role for enhanced survival of multiple mesenchymal cells in the development and maintenance of pulmonary fibrosis (Kasam *et al*, 2019). To evaluate the effect of AURKB inhibition on apoptotic clearance of fibroblasts, we isolated fibroblasts from IPF lungs and assessed the impact of barasertib treatment on cleaved caspase 3 activity. Treatment with barasertib resulted in a significant increase in caspase 3/7 activity compared to vehicle (Fig 4E). Thus, either the loss of expression or activity of AURKB is sufficient to mitigate fibroblast activation, including fibroproliferation and survival in IPF fibroblasts and in lung fibroblasts from the TGFα mouse model.

**Figure 4:**
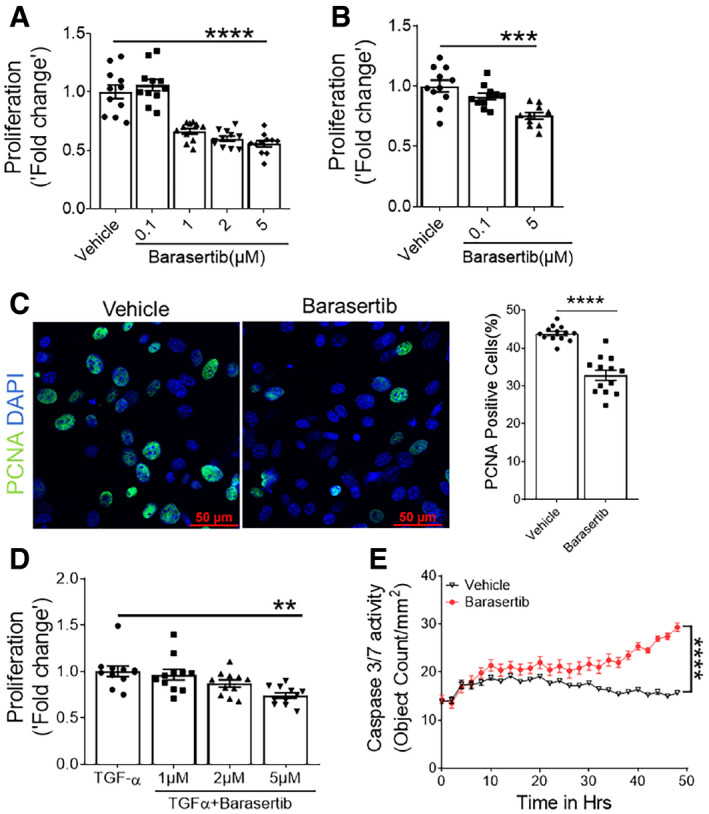
Blockade of AURKB activity impacts fibroblast proliferation and survival AProliferation was assessed using BrdU incorporation assay in human IPF fibroblasts treated with indicated doses of barasertib for total of 48 h. ****P < 0.00005, 1‐way ANOVA (*n* = 9–11).BProliferation was assessed using BrdU incorporation assay in fibroblasts isolated from TGFα mice lung and treated with indicated doses of barasertib for total of 48 h. ***P < 0.0005, 1‐way ANOVA (*n* = 9–11).CPrimary lung‐resident fibroblasts isolated from TGFα mice on Dox for 4 weeks were treated with vehicle or 5 μM barasertib for 48 h and immunostained using PCNA antibody. Images were obtained at 40× magnification. Scale bar: 50 μm. The number of PCNA‐positive cells and total DAPI‐positive cells was quantified using MetaMorph image analysis software. Proliferation is indicated as the percentage of proliferating cells in total DAPI‐positive cells. ****P < 0.00005, unpaired *t*‐test (*n* = 3–4).DProliferation was measured in primary fibroblasts treated with TGFα (20 ng/ml) and indicated doses of barasertib for 48 h. **P < 0.005, 1‐way ANOVA (*n* = 9–11).EQuantification of apoptotic cells using Incucyte ZOOM (caspase 3/7‐positive cells) in resident fibroblasts isolated from IPF lung stromal cultures and treated with vehicle or 5 μM Barasertib. ****P < 0.00005, 2‐way ANOVA (*n* = 4).Data information: All data were presented as mean ± SEM. The above data were a representative of two independent experiments with similar results. *P* values were shown in Appendix Table S6. Source data are available online for this figure.

**Figure EV4:**
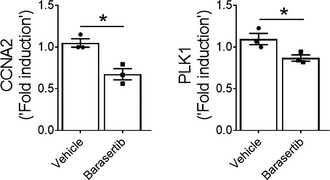
Barasertib treatment attenuates the expression of fibroproliferative genes Quantification of CCNA2 and PLK1 transcripts in IPF fibroblasts treated with vehicle or barasertib (1 μM) for 16 h. Data were presented as mean ± SEM. (*n* = 4). *P < 0.05, unpaired *t*‐test. Data information: All data were presented as mean ± SEM.

### Barasertib attenuates TGFα‐induced pulmonary fibrosis *in vivo*

To test whether treatment with barasertib prevents the development of lung fibrosis, TGFα mice were concomitantly treated with Dox to induce TGFα expression and either barasertib (40 mg/kg body weight) or vehicle twice per day for 4 weeks (Fig 5A). Induction of TGFα caused extensive subpleural, perivascular, and peribronchial fibrosis (Fig 5B). TGFα‐activated mice that were concomitantly given barasertib showed reduced collagen staining with infrequent scattered small fibrotic areas. Further, we observed a significant decrease in the lung weights and hydroxyproline levels in TGFα mice treated with barasertib compared to vehicle‐treated mice (Fig 5C and D). In agreement with the transcriptional changes, we observed a significant decrease in lung collagen levels in TGFα mice treated with barasertib compared to vehicle‐treated TGFα mice on Dox for 4 weeks (Fig 5C). Further, gene expression analysis by RT–PCR demonstrated a reduction in the expression of ECM genes such as Col1α, Col5α, and Fn1 in barasertib‐treated TGFα mice compared to vehicle‐treated TGFα mice (Fig 5E). Together, these findings suggest that inhibition of AURKB activity by barasertib attenuates progressive fibrotic changes in TGFα mice.

**Figure 5:**
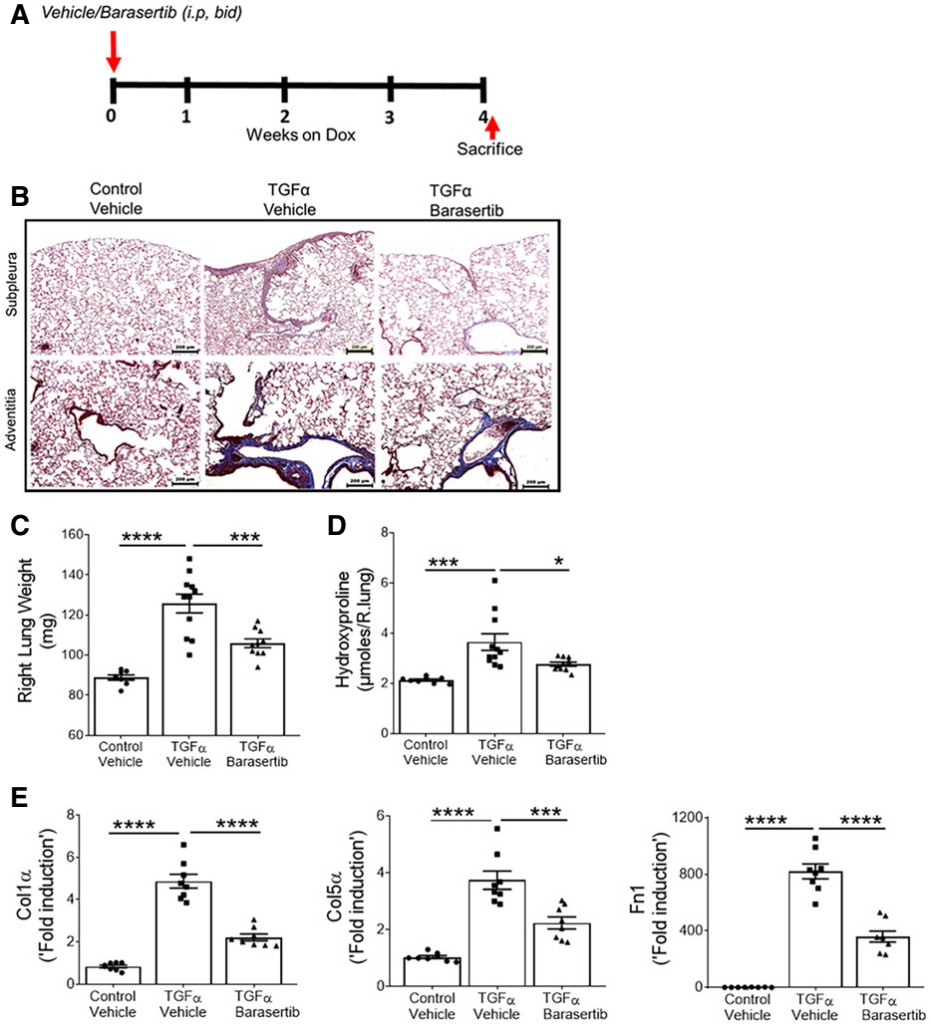
*I*n *vivo* Barasertib treatment prevents from TGFα induced lung fibrosis ASchematic illustration of barasertib preventive treatment protocol. Control and TGFα mice were treated with either vehicle or barasertib (40 mg/kg; twice a day) for 4 weeks, while they were fed with Dox‐containing food.BRepresentative images of Masson's trichrome‐stained lung sections from the vehicle‐ and barasertib‐treated mice. Images were obtained at 10× magnification. Scale bar: 200 μm.CQuantification of right lung weight of mice treated with vehicle or barasertib. ***P < 0.0005, ****P < 0.00005, 1‐way ANOVA (*n* = 8–10 mice/group).DQuantification of total lung hydroxyproline levels in mice treated with vehicle or barasertib. *P < 0.05, ***P < 0.0005, 1‐way ANOVA (*n* = 8–10 mice/group).EQuantification of Col1α, Col5α, and Fn1 gene transcripts in total lung of mice treated with vehicle or barasertib. ***P < 0.0005, ****P < 0.00005, 1‐way ANOVA (*n* = 8 mice/group).Data information: All data were presented as mean ± SEM. *P* values were shown in Appendix Table S6.

To determine whether the anti‐fibrotic effects of barasertib *in vivo* are due to decreased proliferation in fibrotic lung lesions, we next immunostained the lung sections with Ki‐67 and found a significant increase in immunoreactivity for Ki‐67 in the subpleural and adventitial fibrotic lesions of TGFα mice treated with vehicle compared to non‐fibrosis control mice (Fig 6A). Notably, TGFα mice treated with barasertib displayed a significant reduction in Ki‐67 staining in both subpleural and adventitial fibrotic lesions. Additionally, immunoblot analysis in lung lysates demonstrated decreased PCNA levels in the barasertib‐treated TGFα mice compared to vehicle‐treated TGFα mice (Fig 6B). The transcript levels for genes implicated in cell proliferation, including Aurkb, were significantly reduced in barasertib‐treated TGFα mice lungs compared to vehicle‐treated mice (Fig 6C). Also, we observed a significant reduction in the expression of Wt1 in the lungs of TGFα mice treated with barasertib compared to vehicle‐treated TGFα mice (Fig EV5).

**Figure 6:**
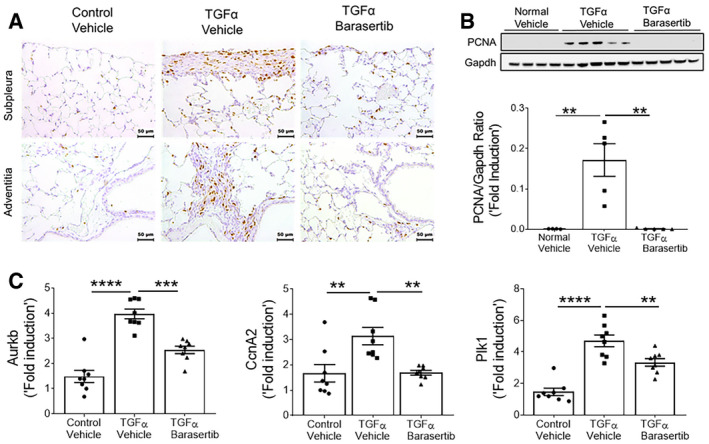
*In vivo* barasertib treatment attenuates mesenchymal proliferation ALung sections from vehicle‐ and barasertib‐treated mice were immunostained using Ki‐67 antibody. Representative images were obtained at 20× magnification. Scale bar: 50 μm.BImmunoblot analysis in lung lysates from vehicle‐ and barasertib‐treated mice using PCNA antibody. Gapdh is used as loading control. **P < 0.005, 1‐way ANOVA (*n* = 4–5 mice/group).CQuantification of Aurkb, Plk1, and CcnA2 gene transcripts in total lungs of mice treated with vehicle or barasertib. **P < 0.005, ***P < 0.0005, ****P < 0.00005, 1‐way ANOVA (*n* = 8 mice/group).Data information: All data were presented as mean ± SEM. *P* values were shown in Appendix Table S6. Source data are available online for this figure.

**Figure EV5:**
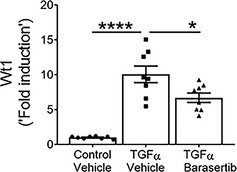
Barasertib inhibits Wt1 expression in the lungs of TGFα mice Quantification of Wt1 gene transcripts in total lung transcripts of mice treated with vehicle or barasertib for 4 weeks. Data were presented as mean ± SEM. *P < 0.05, ****P < 0.00005, 1‐way ANOVA, (*n* = 8 mice/group).

To determine whether AURKB inhibition influences the progression of established and ongoing pulmonary fibrosis following 3 weeks of Dox treatment when fibrosis is already manifest, TGFα mice were administered barasertib while remaining on Dox for an additional 3 weeks (Fig 7A). The right lung weights were increased in TGFα mice compared to control mice on Dox for 6 weeks. This increase in lung weights was attenuated in TGFα mice treated with barasertib when compared to vehicle‐treated TGFα mice (Fig 7B). Western blot analysis revealed a significant decrease in Col1α and Fn1 protein levels in barasertib‐treated TGFα mice lungs compared to vehicle‐treated (Fig 7C). TGFα mice on Dox for 6 weeks develop severe fibrotic lung disease including subpleural and adventitial thickening and the loss of lung function. Intervention therapy with barasertib resulted in a marked reduction in subpleural and adventitial fibrosis as evidenced by masons trichrome staining (Fig 7D). Notably, barasertib treatment resulted in improvements in resistance and elastance and prevented a decrease in lung compliance during TGFα‐induced pulmonary fibrosis (Fig 7E). To assess possible effects of doxycycline and DMSO treatments individually on inflammation and fibrosis, CCSP‐rtTA and TetO‐TGFα mice were treated with Dox‐containing food for 6 weeks or vehicle containing 5% DMSO for 3 weeks. We observed no significant effect of doxycycline or DMSO treatments on inflammation, lung collagen deposition, and lung function compared to untreated littermate control mice (Appendix Fig S1).

**Figure 7:**
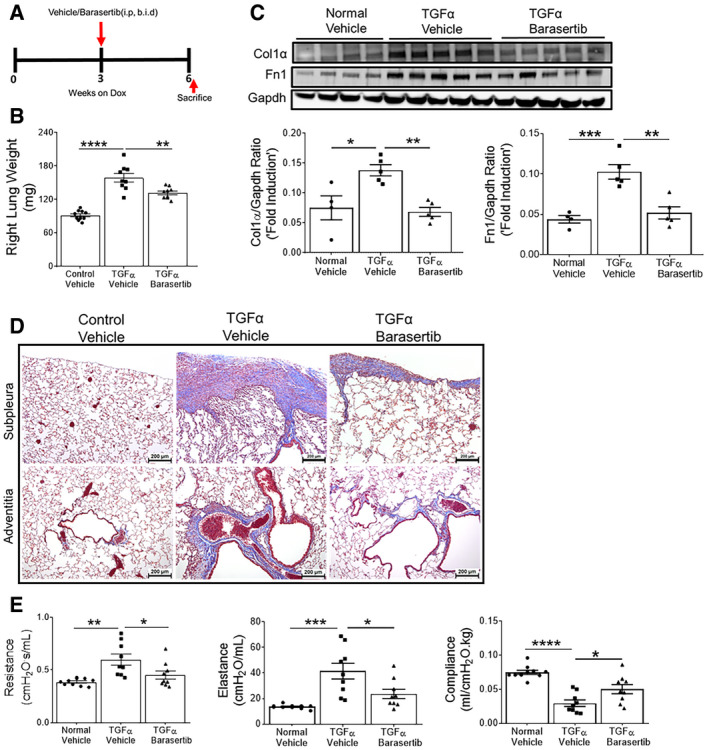
Therapeutic barasertib treatment reduces established and ongoing lung fibrosis ASchematic illustration of barasertib treatment protocol. Control and TGFα mice were treated with either vehicle or barasertib (40 mg/kg; twice a day) for last 3 weeks, while they were fed with Dox‐containing food for total of 6 weeks.BQuantification of right lung weight of mice treated with vehicle and barasertib. **P < 0.005, ****P < 0.00005, 1‐way ANOVA (*n* = 9–10 mice/group).CWestern blot analysis in lung lysates from vehicle‐ and barasertib‐treated mice using Col1α and Fn1 antibodies. Gapdh is used as loading control. *P < 0.05, **P < 0.005, ***P < 0.0005, 1‐way ANOVA (*n* = 4–5 mice/group).DRepresentative images of Masson's trichrome‐stained lung section from mice treated with vehicle and barasertib. Images were obtained at 10× magnification. Scale bar: 200 μm.EQuantification of lung mechanics in mice treated with vehicle and barasertib. *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005, 1‐way ANOVA (*n* = 9–10 mice/group).Data information: All data were presented as mean ± SEM. *P* values were shown in Appendix Table S6.

### Barasertib attenuates bleomycin‐induced pulmonary fibrosis *in vivo*

To substantiate our hypothesis that AURKB inhibition with barasertib attenuates pulmonary fibrosis, we used an alternative mouse model of bleomycin‐induced pulmonary fibrosis (Singh *et al*, 2017; Sontake *et al*, 2018). Pulmonary fibrosis was induced in wild‐type mice by treating with bleomycin intradermally 5 days per week for 4 weeks, while the last 2 weeks they received either vehicle or barasertib (Fig 8A). Lung sections stained with Masson's trichrome demonstrated significant increase in collagen staining in the lung parenchyma of bleomycin‐treated mice compared with vehicle‐treated control mice. This increase in Masson's trichrome staining was attenuated with barasertib treatment compared to vehicle‐treated mice during bleomycin‐induced pulmonary fibrosis (Fig 8B). Similarly, barasertib treatment resulted in a significant decrease in the lung hydroxyproline levels compared to vehicle‐treated fibrotic mice (Fig 8C). To determine whether barasertib treatment has any negative effect on AURKB‐regulated gene network, we analyzed total lung transcripts using RT–PCR. In particular, transcripts of Col1α, Col3α, Col5α, Col14α, Col15α, Ccna2, Ccnb1, and Fas were significantly decreased in barasertib‐treated mice compared to vehicle‐treated fibrotic mice (Fig 8D). Barasertib treatment also caused a significant decrease in the αSMA protein levels in the lung lysates of barasertib‐treated mice compared to vehicle‐treated fibrotic mice (Fig 8E). Taken together, our findings provide complementary *in vivo* evidence that barasertib treatment attenuates collagen deposition and plays a protective role in pulmonary fibrosis.

**Figure 8:**
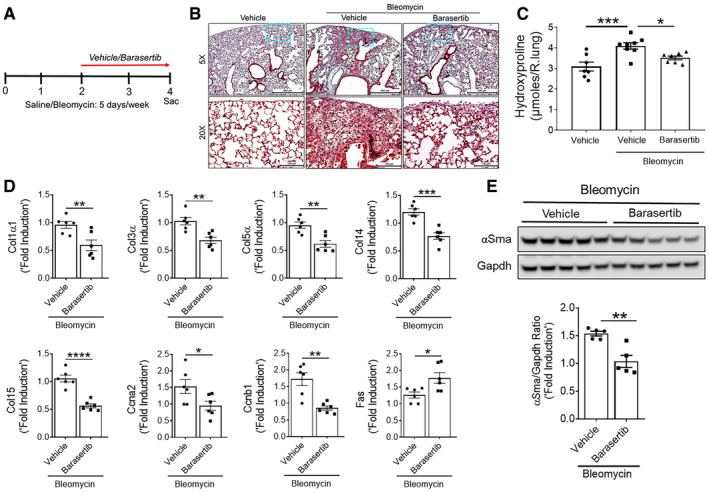
Therapeutic barasertib treatment attenuates bleomycin‐induced lung fibrosis ASchematic illustration of barasertib treatment protocol. Mice were treated with either vehicle or barasertib (40 mg/kg; twice a day) for last 2 weeks, while they were injected intradermally with either saline or bleomycin 5 days per week for total of 4 weeks.BRepresentative images of Masson's trichrome‐stained lung section from mice treated with vehicle and barasertib. Images were obtained at 10× magnification. Scale bar: 200 μm.CQuantification of total lung hydroxyproline in mice treated with vehicle and barasertib. *P < 0.05, ***P < 0.0005, 1‐way ANOVA (*n* = 7–8 mice/group).DQuantification of Col1α1, Col3α, Col5α, Col14, Col15, αSma, Ccna2, and Fas gene transcripts in total lungs of mice treated with vehicle or barasertib. *P < 0.05, **P < 0.005 ***P < 0.0005, ****P < 0.00005, 1‐way ANOVA (*n* = 6 mice/group).EQuantification of αSma protein levels in lung lysates from vehicle‐ and barasertib‐treated mice. Gapdh is used as loading control. Data are presented as mean ± SEM. **P < 0.005, unpaired *t*‐test (*n* = 5 mice/group).Data information: All data were presented as mean ± SEM. *P* values were shown in Appendix Table S6.

## Discussion

We report a mitotic kinase called aurora kinase B that links fibroblast activation with fibrotic lung remodeling in IPF. AURKB is a member of the aurora kinases family and a mitotic kinase that plays a critical role in multiple steps of the cell cycle, including cytokinesis (Willems *et al*, 2018). AURKB is overexpressed in a wide range of tumor types and has been considered a marker of prognosis (Portella *et al*, 2011; Tang *et al*, 2017; Chieffi, 2018). Our results demonstrate that AURKB is upregulated in fibroblasts isolated from fibrotic lung lesions of IPF and a mouse model of TGFα‐induced pulmonary fibrosis. Our immunostainings suggest upregulation of AURKB in a subset of mesenchymal cells in subpleural fibrotic lesions and fibrotic foci of IPF lungs. Co‐immunostainings with Ki67 and αSMA show that AURKB is upregulated in both proliferating fibroblasts and myofibroblasts that populate the fibrotic lung lesions.

Using knockdown studies, we identified AURKB‐driven gene networks that were fibroblast‐specific and dysregulated in IPF, such as genes involved fibroproliferation, survival, and ECM production. In support of its pro‐fibrotic actions, loss of AURKB resulted in attenuation of fibroproliferation and increased apoptotic clearance of fibroblasts, suggesting that AURKB is a positive regulator of fibroblast activation. Furthermore, AURKB is known to induce proliferation and survival in cancer cells during tumor development. Elevated expression of AURKB in thyroid anaplastic carcinoma cells can induce higher growth rate, and inhibition of AURKB expression by RNA interference has resulted in reduced proliferation of these cells (Sorrentino *et al*, 2005). Similarly, the knockdown of Epstein–Barr nuclear antigen 3C (EBNA3C)‐induced AURKB expression resulted in increased activity of caspases 3 and 9 along with poly(ADP‐ribose) polymerase 1 (PARP1) cleavage (Jha *et al*, 2013). Inhibition of AURKB activity by barasertib attenuated fibroproliferation and induces the apoptotic clearance in fibroblasts of IPF and TGFα mice. We confirmed that pharmacological inhibition of AURKB activity or siRNA‐mediated inhibition of AURKB expression is sufficient to inhibit the expression of genes such as Plk1 and CcnA2 implicated in fibroblast proliferation. With AURKB inhibition, we observed a significant increase in the expression of pro‐apoptotic genes such as Bak, Bax, and Fas, which are downstream effectors in caspase‐mediated apoptotic clearance. This agrees with our recent report that apoptosis‐resistant fibroblasts isolated from fibrotic lung express low levels of pro‐apoptotic genes such as Bak and Bax compared to normal fibroblasts (Kasam *et al*, 2019). Similarly, a recent publication from Bogen *et al* showed that barasertib induces apoptosis in multiple types of MYCN‐amplified neuroblastoma cell lines (Bogen *et al*, 2015). This phenomenon was also documented in multiple cancer types, including breast cancer, colorectal cancer, melanoma, and leukemia (Gully *et al*, 2010; Alferez *et al*, 2012; Yamauchi *et al*, 2013; Porcelli *et al*, 2015).

Our previous work demonstrates a role for WT1 in fibroblast activation, including fibroproliferation, myofibroblast transformation, and ECM gene expression in the pathogenesis of IPF (Sontake *et al*, 2015, 2018). This work expands upon these findings, demonstrating that WT1 upregulates AURKB expression in fibroblasts. The fibroproliferative changes detected in TGFα mice may be the result of WT1‐driven AURKB expression. ChIP analysis and the use of an AURKB promoter‐driven luciferase assay revealed that WT1 directly interacts with the promoter elements of AURKB to drive its expression in fibroblasts. Our previous study demonstrates that WT1 regulates the myofibroblast transformation by interacting with αSMA promoter region and promoting its expression (Sontake *et al*, 2018). Hence, we speculate that WT1 promotes the fibroblasts activation at least in part by regulating the expression of AURKB. These findings posit a new role for WT1‐AURKB axis in fibroproliferation. However, future studies are needed to evaluate possible binding partners and other molecular regulators downstream of WT1 and AURKB in fibroblast activation and pulmonary fibrosis.

These findings have therapeutic implications as they suggest targeting AURKB activity inhibits fibroblast activation, particularly when multiple pro‐fibrotic growth factors promoting alternative fibroproliferative pathways are present. We evaluated the *in vivo* effects of AURKB inhibition by barasertib using mouse models of TGFα‐ and bleomycin‐induced pulmonary fibrosis. Published studies have shown elevated levels of TGFα in the lung lavage fluid and fibrotic lung lesions of IPF patients compared to healthy controls (Madtes *et al*, 1988; Baughman *et al*, 1999). In support, overexpression of TGFα in mice has resulted in the development of pathologic fibrotic lesions similar to those found in IPF, including fibroproliferation, resistance to apoptosis, and subpleural fibrosis migrating into the interstitium, myofibroblast transformation, and a progressive decline in lung function (Hardie *et al*, 2004, 2010; Sontake *et al*, 2018; Kasam *et al*, 2019). Moreover, gene expression profiles after expression of TGFα were more similar to IPF samples compared to bleomycin model (Hardie *et al*, 2007; Kasam *et al*, 2019). In a recent study, we demonstrated that the FDA‐approved anti‐fibrotic agent nintedanib inhibited TGFα‐induced pulmonary fibrosis by limiting both fibroproliferation and myofibroblast survival (Kasam *et al*, 2019). Similarly, in the TGFα model used in the current study, *in vivo* treatment with barasertib either as a preventive or as a therapeutic strategy led to decreased fibroproliferation and myofibroblast accumulation in the pathogenesis of pulmonary fibrosis. Our lung physiology measurements using FlexiVent have demonstrated that treatment of mice with barasertib improved lung function during TGFα‐induced pulmonary fibrosis. These physiological changes are in agreement with observed changes in the expression of genes associated with proliferation, apoptosis, and ECM. Furthermore, we demonstrated anti‐fibrotic effects of barasertib using a chronic mouse model of bleomycin‐induced pulmonary fibrosis (Madala *et al*, 2016a; Singh *et al*, 2017; Sontake *et al*, 2018). A large body of evidence supports the concept that macrophages, fibrocytes, and other immune cells secrete paracrine factors to cause excessive fibroproliferation (Madala *et al*, 2014; Desai *et al*, 2018). Importantly, the frequency of proliferating fibroblasts was elevated in the expanding areas of fibrotic foci and infusion of these proliferating mesenchymal progenitors resulted in the progressive fibrosis in mice (Xia *et al*, 2017). However, the expansion of fibrotic lesions is also attributed to the resistance to programmed cell death in myofibroblasts that accumulate in the mature fibrotic lesions (Horowitz & Thannickal, 2019; Hinz & Lagares, 2020). In support, myofibroblasts isolated from IPF lungs displayed abnormalities in apoptotic pathways, senescence, and defective autophagy (Patel *et al*, 2012; Alvarez *et al*, 2017; Kasam *et al*, 2019). Also, it is now increasingly recognized that the pathogenesis of IPF is complex likely in part due to the molecular and functional heterogeneity of fibroblasts and other lung cells (Rock *et al*, 2011; Reyfman *et al*, 2018; Tsukui *et al*, 2020). Therefore, use of inhibitors that block both proliferation and myofibroblast survival could be more beneficial to attenuate established and ongoing pulmonary fibrosis. Barasertib is currently in clinical studies, and it has been evaluated in patients with solid malignant tumors and myeloid leukemia (Lowenberg *et al*, 2011). Moreover, barasertib treatment in murine xenograft model has potentiated the anti‐proliferative properties of vincristine and daunorubicin (Yang *et al*, 2007). In human xenograft models, administration of barasertib was effective against various tumor types. Barasertib was shown to inhibit the growth of human colon, lung, and hematologic tumor xenografts by reducing cell division and inducing apoptosis‐mediated cell death (Wilkinson *et al*, 2007). Barasertib was tested in clinical trials for patients with acute myeloid leukemia (AML) and various other tumors (Tsuboi *et al*, 2011; Dennis *et al*, 2012; Collins *et al*, 2015). The anti‐tumor effects of barasertib were enhanced when used in combination with dexamethasone (Evans *et al*, 2008). Overall, these results indicate that fibroblast‐specific expression of AURKB is a critical driver of fibroblast activation and that therapeutic targeting of AURKB may serve as an ideal therapy in IPF.

In summary, we have identified and described the pathological role for AURKB in fibroblast activation and pulmonary fibrosis. We identified a role for WT1 in AURKB expression and AURKB‐driven transcripts involved in proliferation and survival of fibroblasts in the pathogenesis of pulmonary fibrosis. Our preclinical findings support the use of barasertib as an anti‐fibrotic agent to attenuate fibroblast activation involved in established and ongoing pulmonary fibrosis.

## Materials and Methods

### Mouse models of TGFα and bleomycin‐induced pulmonary fibrosis

Clara cell‐specific promoter (CCSP)‐driven rtTA mice (CCSP‐rtTA) and TGFα overexpressing mice were generated as described previously (Hardie *et al*, 2004). Hemizygous (TetO)_7_‐cmv TGFα mice were crossed to CCSP‐rtTA mice to generate bitransgenic mice (CCSP‐rtTA;TGFα^tg^) and littermate controls (CCSP‐rtTA/−). Both male and female gender mice at age 10–16 weeks were used for all the experiments. Spatiotemporal overexpression of TGFα was induced by feeding the mice with doxycycline (62.5 mg/kg) containing chow. Stock solutions of barasertib (AZD‐1152‐HQPA; Selleckchem, TX, USA) were prepared freshly in vehicle (5% DMSO and 50% PEG‐300). Previous pharmacokinetic studies have indicated that sustained and efficient AURKB inhibition could be achieved with barasertib administered at a dose range of 25–50 mg/kg every 8–12 h in mice (Marchetti *et al*, 2013; Floc'h *et al*, 2017). Therefore, we treated mice with vehicle or barasertib (40 mg/kg body weight) by intraperitoneal injections twice a day with 12‐h intervals. For *in vivo* intervention studies, all groups of mice were started on Dox for total 6 weeks. At the beginning of week 3, mice were treated with either vehicle or barasertib for the final 3 weeks of the study (Sontake *et al*, 2017). For bleomycin‐induced mouse model, 10‐ to 14‐week‐old C57BL/6J mice (JAX Stock # 000664) were treated intradermally with saline or bleomycin (6 U/kg body weight) 5 days per week for 4 weeks intradermally as described (Singh *et al*, 2017). For *in vivo* intervention studies, all mice were treated with saline or bleomycin for the total 4 weeks, and at the beginning of week 2, mice were treated with either vehicle or barasertib for the final 2 weeks of the study. All the mice were housed under specific pathogen‐free conditions, and all animal experiments were performed under protocols approved by the Institutional Animal Care and Use Committee of the Cincinnati Children's Hospital Research Foundation.

### Human samples

De‐identified human IPF and control non‐IPF lung tissues were obtained from the Interstitial Lung Disease Biorepository at the University of Michigan Medical School and provided by Steven Huang in the Department of Internal Medicine. Specimens consisted of paraffin‐embedded and freshly isolated lung tissue of patients who underwent lung transplantation for IPF. IPF was diagnosed according to the American Thoracic Society consensus criteria (Raghu *et al*, 2011). Lung samples from donors with no lung disease were used as normal lung biopsies. All tissues were acquired using research protocols and informed consent and approved by the Michigan Medicine Institutional Review Board (HUM00105694). The experiments conformed to the principles set out in the WMA Declaration of Helsinki (https://www.wma.net/policies-post/wma-declaration-of-helsinki-ethical-principles-for-medical-research-involving-human-subjects/) and the Department of Health and Human Services Belmont Report (http://www.hhs.gov/ohrp/humansubjects/guidance/belmont.html).

### RNA isolation and RT–PCR

Total RNA from primary cells and lung tissue was prepared using RNeasy kit (Qiagen Sciences, Valencia, CA) as described previously (Kasam *et al*, 2019). Real‐time PCR was performed using the CFX384 Touch Real‐Time PCR detection system and SYBR select master mix (Bio‐Rad, Hercules, CA). Target gene transcripts in each sample were normalized to mouse hypoxanthine guanine phosphoribosyltransferase (Hprt) or human beta‐actin or Gapdh. All the real‐time primer details are provided in Appendix Tables S2 and S3.

### Western blot

Western blot analysis was performed as described earlier (Madala *et al*, 2016a). Briefly, cell lysate was prepared either from primary cells or from lung tissue using the RIPA lysis buffer containing protease and phosphatase inhibitors. The protein concentrations in the supernatants were quantified using BCA kit (Thermo Fisher Scientific, Waltham, MA). After SDS–PAGE separation, proteins were transferred to nitrocellulose membrane and then were probed using specific primary antibodies followed by detection with HRP‐conjugated secondary antibodies. Bands were quantified using the volume integration function of the phosphor imager software, Multigage (Fujifilm, Valhalla, NY). Details of antibodies used in the Western blot are provided in Appendix Table S5.

### Histology and immunohistochemistry

Histology and immunostaining were performed as described previously (Sontake *et al*, 2017). Briefly, lungs were inflated and fixed with formalin. Paraffin‐embedded lungs were cut into 5‐μM sections and stained for masons trichrome. For immunostaining, lung sections were deparaffinized, antigen retrieval was performed using 10 mM citric acid (pH 6.0), and sections were incubated in blocking solution before they were incubated with specific primary antibody overnight. DAB‐stained sections were mounted and visualized using a bright field microscope (Leica Microsystems).

### Immunofluorescence and confocal imaging

Immunofluorescence, confocal imaging, and cell quantification were performed as described previously (Madala *et al*, 2014). Briefly, OCT medium‐embedded lung sections were immunostained using specific primary antibodies and followed by detection with appropriate secondary antibodies conjugated with Alexa Fluor‐488 or 568 or 647. For immunocytochemistry, primary cells were fixed with methanol or 4% paraformaldehyde and were blocked using BSA solution before they were incubated with primary antibodies. Lung sections or primary cells were stained with DAPI for nuclear staining. Confocal images were collected using a Nikon AIR‐A1 laser scanning confocal microscope. Imaris (version 7.2.0; Bit plane) was used for image analysis and automated cell quantification. Details of the antibodies used for immunostaining are provided in Appendix Table S4.

### Quantification of apoptotic death

Apoptotic cell death was measured as described previously using IncuCyte ZOOM real‐time imaging system (Kasam *et al*, 2019). Briefly, primary cells were incubated in Caspase 3/7 Green apoptosis assay reagent (Caspase 3/7 substrate conjugated to green fluorophore; Essence Bioscience) at a final concentration of 5 μM/ml. Time‐lapse fluorescence imaging was performed using the IncuCyte ZOOM system (Essen BioScience); 9 images per well at 20× magnification were collected every 2 h for 24–48 h. The average number of green objects produced by the apoptotic cells was measured using Incucyte ZOOM software 2015A.

### BrdU cell proliferation assay

Cell proliferation was quantified using BrdU kit (Cell signaling technology, Denver, CO) as described previously (Sontake *et al*, 2017). Briefly, primary lung‐resident fibroblasts that were either transiently transfected with Aurkb siRNA or treated with vehicle or barasertib were incubated with BrdU labeling solution for 24 h. The cells were then fixed 24 h after BrdU labeling, and immunodetection of BrdU was performed according to the manufacturer's protocol.

### siRNA‐mediated knockdown

Stealth siRNA‐mediated transfection was performed in human or mouse lung‐resident fibroblasts using Lipofectamine 3000 transfection kit as described previously (Sontake *et al*, 2015). Stealth negative control, Aurkb stealth siRNA, and WT1 stealth siRNA were purchased from Invitrogen: Human Aurora kinase B (Cat# HSS190048), mouse Aurora kinase B (Cat# MSS209696), human WT1 (Cat# HSS111390), mouse WT1 (Cat# MSS212628), and stealth negative control siRNA (Cat# 12935300).

### Adenoviral transduction

Human lung‐resident fibroblasts purified from lung stromal cultures using CD45‐microbeads by negative selection were transduced with control or WT1‐overexpressing adenoviral particles (000488A, Abm, Richmond, Canada) as described previously (Sontake *et al*, 2018). Cells were harvested 48–72 h post‐viral transduction.

### Human and mouse lung primary mesenchymal cell culture

Human and mouse lung mesenchymal cell cultures were prepared as described previously (Sontake *et al*, 2018). Human and mouse mesenchymal cells were cultured in DMEM with 10% FBS and IMDM with 5% FBS media, respectively. Primary cells used in the experiments were between passages 1 and 5.

### Hydroxyproline measurement and lung mechanics

Hydroxyproline was assessed by a colorimetric assay, as previously described (Madala *et al*, 2016b). Lung function parameters such as resistance, elastance, and compliance were measured using a computerized Flexi Vent system (SCIREQ, Montreal, Canada) as described previously (Singh *et al*, 2017).

### RNA‐sequencing and computational analysis

RNA was prepared from lung‐resident fibroblasts from TGFα mice on Dox for 10 days and transfected with control or Aurkb siRNA. RNA‐sequencing and differential gene expression analysis were performed as described previously (Sontake *et al*, 2018). Aurkb siRNA‐generated gene signature was queried against already available IPF gene signature (GSE53845) (DePianto *et al*, 2015). Functional enrichment analysis of the negatively correlated gene sets between IPF lungs and Aurkb siRNA‐treated fibroblasts was analyzed using the ToppFun application of the ToppGene Suite (Chen *et al*, 2009).

### ChIP‐seq PCR assay

ChIP‐seq PCR was performed using the ChIP assay kit (Cell signaling technology, Denver, CO) as described previously (Sontake *et al*, 2018). Briefly, lung‐resident fibroblasts were purified from lung stromal culture of CCSP/TGFα mice on Dox‐containing food for 8 weeks. Cells were cross‐linked with 1% formaldehyde, and immunoprecipitation was performed with anti‐WT1 (catalog 12609‐1‐AP, Proteintech, Rosemont, IL) or isotype control IgG (Cell Signaling Technology, Denver, CO) at 4°C as described in the manufacturer's protocol. DNA was purified, and ChIP‐qPCR was performed using the CFX384 Touch Real‐Time PCR detection system and SYBR select master mix (Bio‐Rad, Hercules, and CA).

### Luciferase assay

HEK293 cells were transiently co‐transfected with vectors containing empty promoter or AURKB promoter fused with luciferase reporter (SwitchGear Genomics, Menlo Park, CA) and pLJM1 alone or with pLJM1 vector expressing WT1 using lipofectamine‐3000 transfection reagent (Invitrogen). After 72 h, cells were lysed, and Renilla luciferase activity was measured using LightSwitch Luciferase Assay Reagent (SwitchGear Genomics) in a Flex Station 3 microplate reader (Molecular Devices). Luciferase activity is reported as relative luminescence units (RLU).

### Statistical analysis

For *in vivo* studies, we used the sample size of seven to ten per group based on our published studies using preclinical mouse model of pulmonary fibrosis. We considered sex as a biological variable and randomized both male and females animals in groups to analyze animal data in aggregate. Also, the details of experimental groups were blinded to investigators for biochemical and histological evaluations. All data were analyzed for statistical significance using Prism (version 8; Graph Pad). We used *t*‐test to compar between two groups and one‐way ANOVA with Turkey's multiple comparison post‐test to compare between more than two experimental groups. All data were expressed as the mean ± SEM. Data were considered statistically significant for *P* < 0.05. The exact *P* values for each figure can be found in Appendix Table S6.

## Author contributions

RKK and SKM conceived the project, designed experiments, analyzed data and wrote the manuscript; RKK performed most of the experiments; DS performed immunostainings; AGJ and SG performed bioinformatics analysis; SKH provided human lung tissues and edited manuscript; GBR and AGJ analyzed data and edited manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## For more information

(i) Pulmonary Fibrosis Foundation: https://www.pulmonaryfibrosis.org/
(ii) American Thoracic Society: https://www.thoracic.org/patients/patient-resources/resources/idiopathic-pulmonary-fibrosis.pdf
(iii) Dr. Madala's webpage: https://www.cincinnatichildrens.org/bio/m/satish-madala

## Supporting information

Appendix

Expanded View Figures PDF

Review Process File

Source Data for Figure 1

Source Data for Figure 2

Source Data for Figure 4

Source Data for Figure 6

## Data Availability

The RNA‐seq datasets produced in this study are available at Gene Expression Omnibus (GEO) under the accession number GSE153898 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153898).

# Supplementary material for: Inhibition of Aurora Kinase B attenuates fibroblast activation and pulmonary fibrosis
**Source:** EMBO Mol Med. 2020 Aug 6;12(9):e12131. doi: 10.15252/emmm.202012131
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

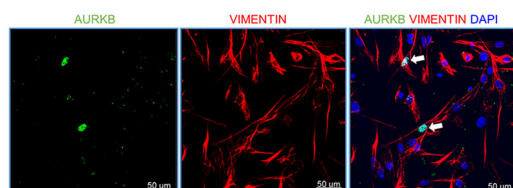

Figure EV1. Lung-resident fibroblasts show AURKB localized in the nucleus.

Primary lung-resident fibroblasts were isolated from lung fibroblast cultures of TGF α mice on Dox for 4 weeks. Co-immunostaining was performed using antibodies against AURKB (Green) and Vimentin (Red). All images were obtained at 40 $\times$ magnification. Scale bar, 50 μ m.

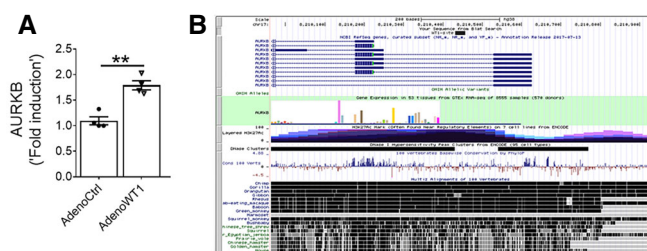

Figure EV2. WT1 increases AURKB expression.

A Quantification of AURKB transcripts in non-IPF fibroblasts transduced with control or WT1 adenoviral particles for 72 h ($n = 4$). Data were presented as mean $\pm$ SEM. $**P < 0.005$, unpaired t -test.

B Schematic illustration of AURKB gene with location of the putative WT1 binding sites that were conserved among mammals including humans and mice.

Data information: All data are presented as mean $\pm$ SEM.

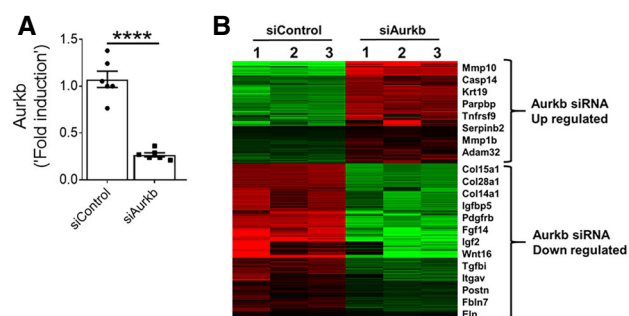

Figure EV3. The knockdown of AURKB alters IPF-specific gene network.

A Primary lung-resident fibroblasts isolated from TGF α mice on Dox for 10 days. Cells were transiently transfected with control or Aurkb siRNA, and transcripts were quantified by RT-PCR after 72 h. Data were presented as mean $\pm$ SEM. $****P < 0.00005$, unpaired t -test ($n = 3$).

B Heat map shows two clusters of differentially expressed genes up- or downregulated (indicated with color key) by twofold or more upon genetic knockdown of Aurkb compared to control siRNA. ($n = 3$).

Data information: All data were presented as mean $\pm$ SEM.

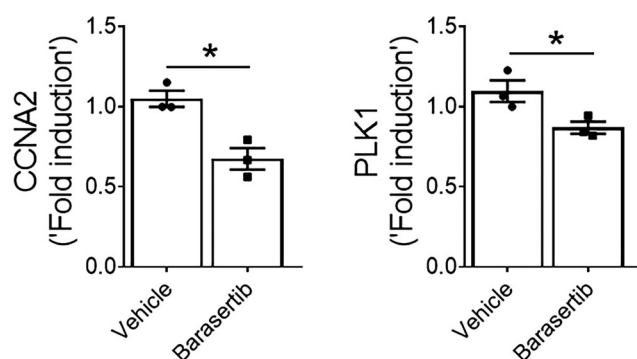

Figure EV4. Barasertib treatment attenuates the expression of fibroproliferative genes.

Quantification of CCNA2 and PLK1 transcripts in IPF fibroblasts treated with vehicle or barasertib (1 μ M) for 16 h. Data were presented as mean $\pm$ SEM. ($n = 4$). $*P < 0.05$, unpaired t -test.

Data information: All data were presented as mean $\pm$ SEM.

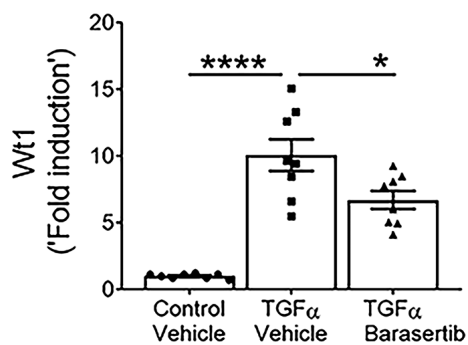

Figure EV5. Barasertib inhibits Wt1 expression in the lungs of TGF α mice.

Quantification of Wt1 gene transcripts in total lung transcripts of mice treated with vehicle or barasertib for 4 weeks. Data were presented as mean $\pm$ SEM.

* $P < 0.05$, **** $P < 0.00005$, 1-way ANOVA, ($n = 8$ mice/group).

# Supplementary material for: Inhibition of Aurora Kinase B attenuates fibroblast activation and pulmonary fibrosis
**Source:** EMBO Mol Med. 2020 Aug 6;12(9):e12131. doi: 10.15252/emmm.202012131

Figure 1

Panel D

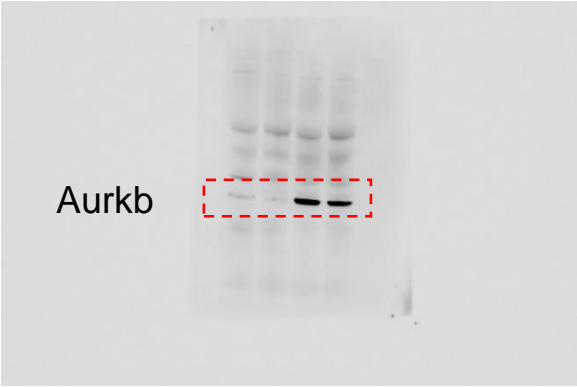

Panel D

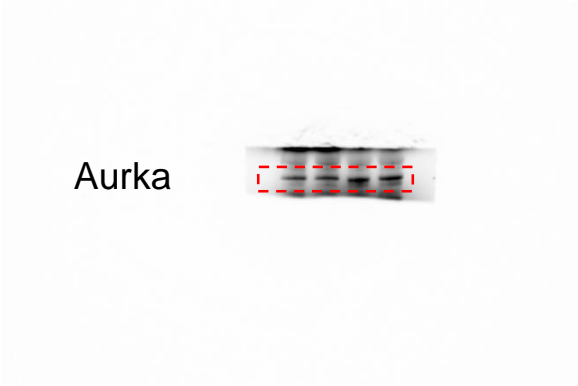

Panel D

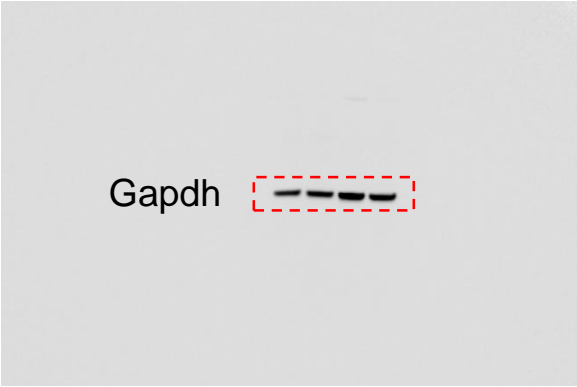

Panel F

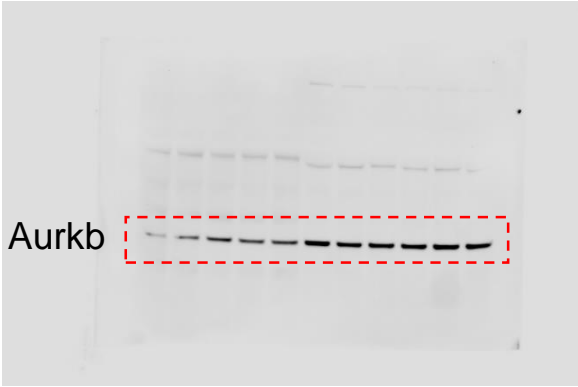

Panel F

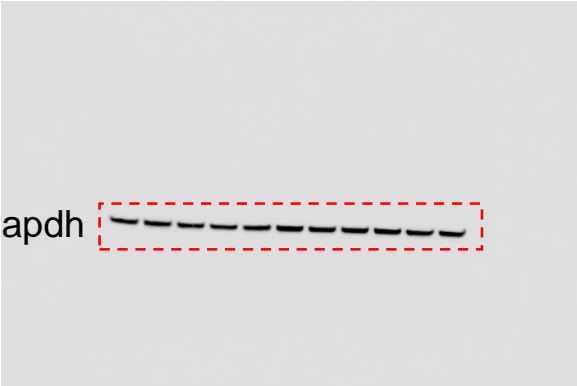

Figure 1

Panel D: Biological replicates

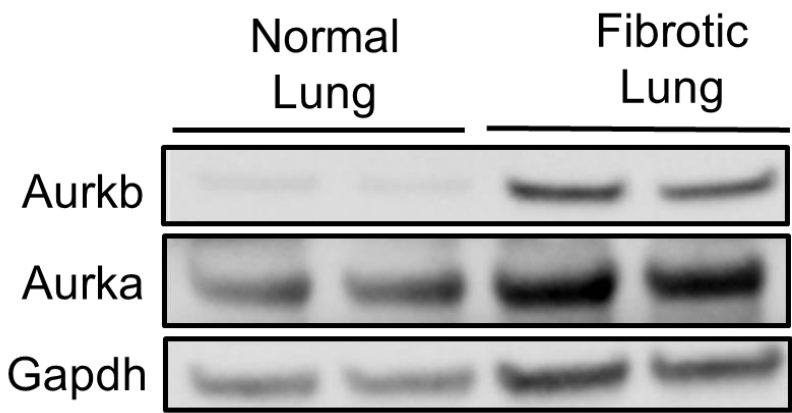

Panel C: Low magnification images

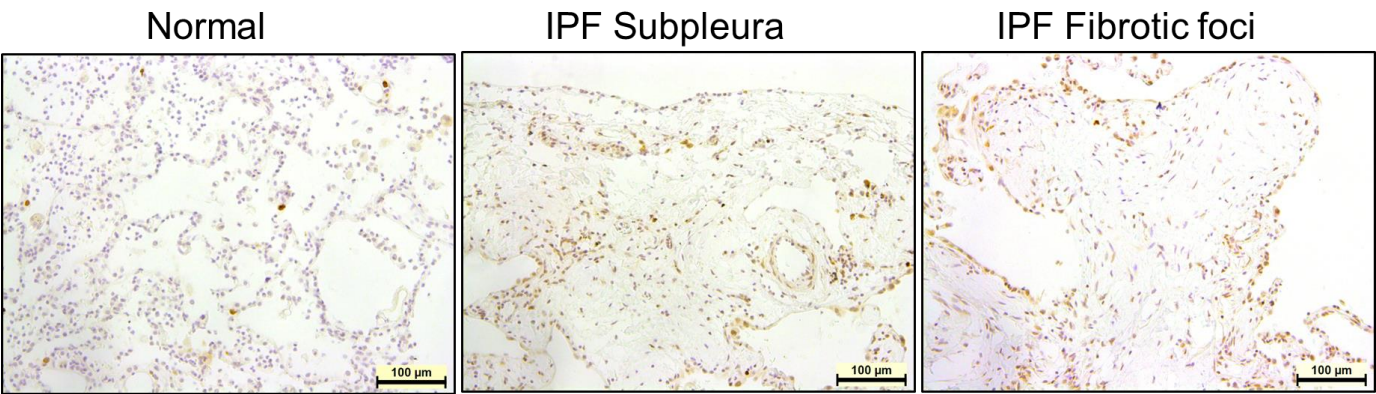

Panel C: Negative control

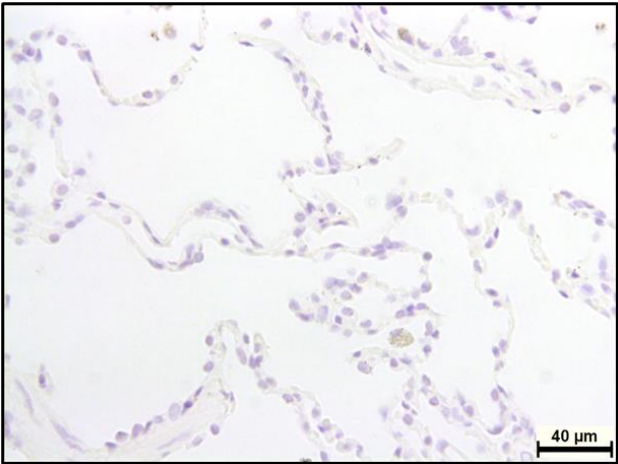

Panel E: Negative control

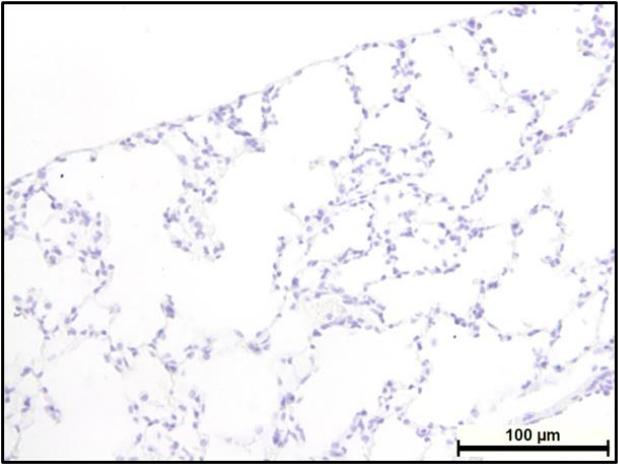

**Supplement:** Supplementary file 4 — Source Data for Figure 1

How the deposited data were processed for this re-analysis (not part of the article)

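RNA of primary lung-resident fibroblasts of TGFα mice on Dox for 10 days was sequenced 72 h after transfection with control siRNA (3 libraries) or Aurkb siRNA (3 libraries). The submitters' processing notes name bcl2fastq, CASAVA 1.8, TopHat, DESeq and the mm10 genome. The counting tool, the strand setting and the annotation are not given in the sources used here. The authors deposited RPKM values per library, in columns whose unit is not named but follows from the values, made by dividing the reads of a gene by its length and by the counted reads of the library. The signal values deposited beside them are means over all libraries and over each group of read counts that the authors divided by size factors with DESeq. The fold values are, as deposited by the authors, ratios of the Aurkb siRNA mean to the control siRNA mean. The log2 values deposited by the authors are logarithms of these fold values. The p-values deposited by the authors come with adjusted values that equal their Benjamini-Hochberg adjustment over all genes in the table.

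Each RPKM value is a whole number of reads times a step set by the gene and the library. The steps of the libraries were found from 1343 low genes and the size factors from the group means, and 100% of the read counts came out whole, with a largest deviation of 1.6e-09 against a tolerance of 0.001. The plan was to take log2(value + 1) of the deposited values per library where these were normalized. The recovered counts divided by the authors' size factors were used in place of the RPKM values, a choice made after the files were seen, because RPKM sets a minimum level by gene length, and the test of the RPKM values is given as an alternative. Genes with a mean of at least 10 in a group were fitted with limma 3.58.1 (trend on, R 4.3.3) with 4 residual degrees of freedom. Of the genes in the table, 14853 were matched by Entrez gene number to RefSeq on GRCm38.p6, and transcripts were taken from GENCODE M21. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

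Gene lists, thresholds, alternatives and the rule for named genes were set before the data were examined. There were 33 lists, of which 5 were read from the paper and described without a set test. The other lists were tested with limma's camera (preset correlation 0.01, and an estimated correlation) and fry, and the p-values of the 27 tested lists were adjusted together. The list of mitochondrially encoded genes, meant as a check of RNA quality, had 0 genes in the table. The named genes were Aurkb, the genes of the study's lists, the 10 largest rises and falls among called genes whose groups do not overlap and that reach 50 normalized counts in a group, and up to 4 called members of each list with the smallest p, together with any called member that goes against its list. Incenp, Birc5, Cdca8, Bmf, Nuf2, Mad2l1, Snap29, Cd53, Chrdl2, the neutrophil genes and the antioxidant genes were singled out after their values were seen, though some of them also meet the rule.

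The replicate numbers were checked for pairing by correlating, across genes, each library's deviation from its group mean. Libraries of the same number had correlations of 0.395, 0.173 and 0.214, and those of different numbers ran from -0.243 to 0.049, so that a fit with the replicate number as a block was compared throughout. On simulated counts with planted changes, limma called 48 of 60 genes changed 1.5-fold (23 of them also at 1.5-fold or more), 68 of 70 changed 2-fold and 69 of 70 changed 4-fold, with 7 false calls among 13804 genes, 1 of them at 1.5-fold or more. The simulated genes had the median spread of genes of similar level, and the simulated libraries were independent. These counts may therefore be too favorable for the real data. The IPF lung data, and the other experiments of the paper, were not analysed here.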

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

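The test of neutrophil-lineage RNA was chosen only after its result was seen. Hmox1, outside the genes that the paper discusses from this comparison, had the largest difference in normalized counts among the genes called higher, with 51711 with Aurkb siRNA, though not the largest log2 change, and no explanation of it was tested. Of the genes with at most 3 reads over the control siRNA libraries, 7 were called higher with a mean of at least 10 normalized counts, namely Ngp at 64.3, Mpo at 59.9, Elane at 51.5, Ncf4 at 45.8, Ctsg at 23.0, S100a9 at 20.0 and Chrdl2 at 13.7. Chrdl2, which encodes a BMP antagonist, rested mostly on 1 library (3.84, 32.1 and 5.26 normalized counts) and lost its call without control siRNA replicate 1 or 2 (adjusted p up to 0.086).

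The other 6 of these genes are genes of neutrophils and their precursors, most of them granule proteins, and each was present in all 3 Aurkb siRNA libraries. RNA of neutrophil-lineage cells, in the cultures or carried over from another library, is a candidate explanation that would also raise other transcripts of these cells, and the negative selection with CD45 microbeads that the paper describes for human lung fibroblasts would remove such cells from the cultures, if it was used for these. Against it, 12 other such transcripts with a control mean under 50 normalized counts had a median change of -0.9035. By contrast, the 6 genes together with S100a8, called the granule genes here, rose by a median of 44.9. Among the 12, Prtn3, a granule protease, was at 48.0 with control and 40.7 with Aurkb siRNA. This value is already part of the median of -0.9035 and is not separate evidence. In favor of the explanation, Cd53, a leukocyte tetraspanin, rose from 36.1 to 81.6, while Lcn2 (11.5 and 26.9) and Rac2 (10.03 and 16.95) were measured higher without passing the threshold. Cd53, Lcn2 and Rac2 are also among the 12. The criterion of this test was replaced after its result was seen: the first, a median rise under 0.1 times that of the granule genes with Prtn3 not higher, was met and counted against the explanation, while the second, that no such transcript rises by that much, was not met because of Cd53, Lcn2 and Rac2, and since the levels of these transcripts relative to the granule genes in such cells are not known here, the explanation is left open, as is induction of these genes by the siRNA, which was not tested.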

How the results depend on the processing

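The RPKM values, voom, equal depth, scaling by total reads without Rn45s and the adjusted p of 0.1 were chosen after seeing the data. The log2 change of Aurkb ran from -1.75 to -1.32 without 1 library and was -1.67 at equal depth. Without 1 library, 575 to 633 genes were higher, 898 to 1113 lower and 504 to 671 changed at 2-fold, and 10 to 13 lists were called. At 2-fold, 224 genes were higher and 380 lower, and with no fold threshold 2711 and 2850, as the thresholds themselves set. On RPKM values, where 5990 genes were tested and Aurkb was not, 173 were higher, 314 lower and 88 changed at 2-fold, and 487 of the 543 called genes still tested kept their call, while the collagen processing, contractile and cholesterol lists lost theirs. With an estimated correlation, camera called 0.0 lists (3 at an unadjusted p under 0.05), where the preset correlation called 10 and fry 16. With the replicate number as a block, 694 genes were higher and 1171 lower, 15 lists were called, and 1710 of the 1712 calls were kept. The block also called the mesothelial, hematopoietic, collagen, YAP target and EGF receptor lists, and apart from the lists and named genes given with blocked values it changed no other call of a list or named gene. Cholesterol synthesis was not called without control siRNA replicate 2 or Aurkb siRNA replicate 1 (adjusted p up to 0.12). The pericyte list was called without control siRNA replicate 1 or 2 or Aurkb siRNA replicate 2 or 3 (down to 0.031) and with no filter (0.049). The authors' p-values also called the pericyte (0.012), YAP target (0.014), EGF receptor (0.02), collagen (0.043) and inflammatory mediator (0.047) lists. Collagens were called without control siRNA replicate 1 or Aurkb siRNA replicate 3 (down to 0.048), and the hematopoietic and mesothelial lists without Aurkb siRNA replicate 1 (0.038 and 0.0098). Of 155 named genes past the threshold, 42 lost their call without at least 1 library. The cause of these shifts was not tested. The 10 splits of the libraries are too few for a share under 0.05. The real split gave 1712 genes at 1.5-fold, 604 at 2-fold and 10 lists, and the highest other splits gave 0, 0 and 10, so that 1, 1 and 2 splits were as large. The other splits called 2 to 10 lists although 0 genes passed in them. A list call at camera's preset correlation therefore does not by itself set the real groups apart. Like the real split, 3 others part all 3 pairs of replicate numbers, and 1 of these gave the 10 lists, while the remaining splits keep pairs together. The depth, from 20820596 reads per library, limits genes near 10 normalized counts most.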

Differences from the paper's values

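For higher and lower genes, the paper's values are 800 and 1248 at 1.5-fold and a stated FDR of 0.05, against 645 and 1067 here at the same thresholds. The authors' deposited adjusted p-values give 730 and 1169 at 0.05, and 800 and 1248 at 0.1. The deposited list of significant genes reaches an adjusted p of 0.09962, with 149 genes above 0.05, and includes 1697 of the 1712 genes called here, all in the same direction.

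The paper shows Pdgfrb, Eln, Fgf1 and Ngfr as lower and Il4ra and Cck as higher with Aurkb siRNA, and these genes did not pass here, at log2 fold changes of -0.25, -0.64, -1.22, -1.16, 0.21 and 2.55, all in the direction shown. Their adjusted p-values from limma were 0.0668, 0.0681, 0.0888, 0.0522, 0.155 and 0.0694, above the 0.05 used here. All but that of Il4ra lay under 0.1, and the deposited list of significant genes reaches 0.09962. The value of Cck rests mostly on Aurkb siRNA replicate 2, without which it was 1.33. Of alternatives set before the data were examined, the replicate block brought each of the 6 past an adjusted p of 0.05, and the authors' p-values all but Il4ra. The log2 changes of Pdgfrb and Il4ra, -0.25 and 0.21 with the block too, stayed under 1.5-fold. Eln and Pdgfrb also passed it without control siRNA replicate 2 or Aurkb siRNA replicate 1, Fgf1 and Il4ra without Aurkb siRNA replicate 1, Cck without Aurkb siRNA replicate 3, and Ngfr without control siRNA replicate 3 and after quantile normalization. Ngfr also passed at equal depth, an alternative chosen after seeing the values. The heat map is described as showing genes changed by 2-fold or more, and Parpbp, Col15a1, Col28a1, Fbln7, Postn and Col14a1 were under 2-fold here, at 0.67, -0.62, -0.63, -0.88, -0.96 and -0.99.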

Other observations

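The tests of longer word matches and of base composition were chosen only after the result was seen. Of 17 genes of the unfolded protein and integrated stress response, 6 were higher and 0 lower (6 and 0 when adjusted over the list alone; camera, adjusted p = 6.38e-05, and adjusted p = 0.32 with an estimated correlation). Psat1, an enzyme of serine synthesis, rose from 843 ± 12.1 to 2131 ± 167 normalized counts (SD, n = 3 each), and Asns, asparagine synthetase, from 1705 ± 174 to 3574 ± 99.8. Of 12 YAP targets, 5 were higher and 0 lower (5 and 0 over the list alone; camera, adjusted p = 0.063, 0.037 with the block, and down to 0.041 without any 1 library other than control siRNA replicate 2), among them Ctgf, from 11807 ± 1157 to 23018 ± 1582. Of 11 EGF receptor ligands and receptors, 3 were higher and 1 lower (the same over the list alone; camera, adjusted p = 0.067, 0.038 with the block, and down to 0.041 without control siRNA replicate 3 or Aurkb siRNA replicate 1), with the ligand Ereg rising from 287.5 ± 24.5 to 1004 ± 275. Of 20 genes of cholesterol synthesis, 3 were higher and 2 lower (the same over the list alone; camera, adjusted p = 0.031, and adjusted p = 0.68 with an estimated correlation; 0.057 on RPKM values). Of 12 genes of the IGF axis, 3 were lower and 0 higher (3 and 0 over the list alone; camera, adjusted p = 0.031, and adjusted p = 0.35 with an estimated correlation). These were Igfbp5, whose 3' UTR holds AACGTGT, Igf2, which lost its call without control siRNA replicate 1 or 3 (adjusted p up to 0.063), and Igfbp6, which fell by under 1.5-fold without control siRNA replicate 1 or Aurkb siRNA replicate 2 (log2 up to -0.41).

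Other lists moved in both directions, with the same counts over the list alone. Of 16 secreted inflammatory mediators, 5 were higher and 4 lower (camera, adjusted p = 0.37, and 0.047 with the authors' p-values), with Ptgs2 (COX-2) rising from 615 ± 49.4 to 2130 ± 728 and Csf1, the macrophage growth factor, from 16330 ± 1296 to 37387 ± 1788. Among the lower ones, Ccl2 and Cxcl12 lost their call without Aurkb siRNA replicate 3, and Ccl11 without control siRNA replicate 1 or 2. Of 19 outputs of the ERK pathway, 3 were higher and 2 lower (camera, adjusted p = 0.61), and of 14 matrix metalloproteinases and inhibitors 2 were higher and 1 lower (0.78). Of 24 ligands and receptors of the TGFβ, PDGF, FGF and VEGF families, 4 were higher and 6 lower (camera, adjusted p = 0.12), of 12 CDK inhibitors and senescence markers 1 was higher and 1 lower (0.75), and of 26 interferon-stimulated genes 1 was higher and 1 lower (0.61). The last 2, Cxcl10 and Ifit3, both lost their call without control siRNA replicate 2 or Aurkb siRNA replicate 2. Cxcl10 also lost it without control siRNA replicate 3. Beside Hmox1, antioxidant genes were looked up after its rise was seen. Slc7a11, the cystine transporter, rose from 79.4 ± 16.6 to 362 ± 42.7 and Gsr, glutathione reductase, from 919 ± 85.1 to 1545 ± 90.9, while Gclm, Srxn1, Nqo1, Txnrd1, Nfe2l2 and Keap1, at log2 changes of 0.50, 0.47, 0.42, 0.28, 0.09 and -0.02, were under 1.5-fold. Bach1, a repressor of Hmox1 whose 3' UTR holds ACGTGTA, fell from 1828 ± 142 to 1059 ± 56.0.

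Of the 19 genes that the paper names in RT-PCR or protein assays, 1 was higher and 3 lower in these libraries (the same over the list alone). The higher gene was Acta2, and the lower ones were Col14a1, Col15a1 and Aurkb itself. The paper's values for most of the 19 come from other samples. PLK1 and CCNA2 were measured with AURKB siRNA in human IPF fibroblasts. Bak, Bax and Fas were measured in fibroblasts of IPF lungs, or of TGFα mice on Dox for longer than 10 days. Collagens were measured in lungs of mice given barasertib. In the libraries analysed here, the mitotic kinase Plk1 was at 193 ± 25.2 and 211 ± 74.3 with control and Aurkb siRNA, and the cyclin Ccna2, whose exons overlap those of Exosc9, at 353 ± 53.8 and 338 ± 57.6. The pro-apoptotic Bax was at 2079 ± 184 and 2856 ± 14.7 (log2 fold change 0.46, adjusted p = 6.8e-04 from limma, under 1.5-fold). Bak1, whose exons overlap those of Ggnbp1, was at 1608 ± 56.1 and 1871 ± 49.7 (log2 fold change 0.22, adjusted p = 0.00754 from limma, under 1.5-fold). The death receptor Fas was at 705 ± 60.1 and 691 ± 12.7. The kinetochore protein Mad2l1, whose 3' UTR holds AACGTGTA, had an adjusted p of 0.0541, and 0.025 with the replicate number as a block, at a log2 change of -0.44.

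Falls of genes with a match to a short sequence of Aurkb may reflect seed matches of the siRNA. Of 15679 words of 7 bases tested in the 3' UTRs of 12868 genes, AACGTGT went with the strongest fall (z = -14.87), and it lies in the Aurkb mRNA (chromosome 11, from 69048235 to 69048242 as AACGTGTA, in exon 4 of 8), where the mRNA and its complement together hold 3252 of the words, while the strongest word in neither, GACGTGT (z = -10.71), shares 6 bases with it. Genes with AACGTGTA in the 3' UTR had a median log2 change of -0.5 (107 genes), those with AACGTGT -0.37, ACGTGTA -0.22, the shared 6 bases -0.11 and none 0.02. Seed matches would give this order, and weaker falls with sites in the coding sequence alone (medians of -0.28, -0.16, -0.11 and -0.03 in the same order). AACGTGT was picked for its fall in these same libraries, so the lower medians of genes that hold it follow in part from that choice and are not independent evidence. The strongest other word of the same bases had z = -7.3, which argues against base composition. The sequence of the siRNA was not known here, so a seed match stays a hypothesis, and of the 1014 lower genes searched 680 lack the 6 bases in the 3' UTR and 496 in the coding sequence too. Snap29, a SNARE protein whose 3' UTR holds AACGTGT and whose exons overlap those of Pi4ka, fell from 1475 ± 27.3 to 468 ± 71.0 normalized counts.

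The fall of endothelial markers may reflect a smaller share of endothelial cells in the Aurkb siRNA cultures. A second list of 22 endothelial genes had a median log2 change of -0.92, with 16 lower and 0 higher. Tmem100, Ptprb and Tal1 were measured lower too (-0.31, -0.57 and -0.93) without passing the threshold (limma, adjusted p = 0.552, 0.0251 and 0.135). Of these, Ptprb missed only the 1.5-fold limit. Calcrl, Fli1 and Ecscr hardly changed (0.04, -0.06 and -0.02). A smaller share would lower Calcrl, Fli1 and Ecscr too unless other cells of the cultures express them. Fewer reads in the Aurkb siRNA libraries are argued against, since 9 of the 11 markers still passed once all libraries were thinned to equal depth. A change of expression within endothelial cells, and expression of these genes by fibroblasts, stay open.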
